# Low c-Kit expression identifies primitive, therapy-resistant CML stem cells

**DOI:** 10.1172/jci.insight.157421

**Published:** 2023-01-10

**Authors:** Mansi Shah, Harish Kumar, Shaowei Qiu, Hui Li, Mason Harris, Jianbo He, Ajay Abraham, David K. Crossman, Andrew Paterson, Robert S. Welner, Ravi Bhatia

**Keywords:** Hematology, Oncology, Adult stem cells, Growth factors, Leukemias

## Abstract

Despite the efficacy of tyrosine kinase inhibitors (TKIs) in chronic myeloid leukemia (CML), malignant long-term hematopoietic stem cells (LT-HSCs) persist as a source of relapse. However, LT-HSCs are heterogenous and the most primitive, drug-resistant LT-HSC subpopulations are not well characterized. In normal hematopoiesis, self-renewal and long-term reconstitution capacity are enriched within LT-HSCs with low c-Kit expression (c-KIT^lo^). Here, using a transgenic CML mouse model, we found that long-term engraftment and leukemogenic capacity were restricted to c-KIT^lo^ CML LT-HSCs. CML LT-HSCs demonstrated enhanced differentiation with expansion of mature progeny following exposure to the c-KIT ligand, stem cell factor (SCF). Conversely, SCF deletion led to depletion of normal LT-HSCs but increase in c-KIT^lo^ and total CML LT-HSCs with reduced generation of mature myeloid cells. CML c-KIT^lo^ LT-HSCs showed reduced cell cycling and expressed enhanced quiescence and inflammatory gene signatures. SCF administration led to enhanced depletion of CML primitive progenitors but not LT-HSCs after TKI treatment. Human CML LT-HSCs with low or absent c-KIT expression were markedly enriched after TKI treatment. We conclude that CML LT-HSCs expressing low c-KIT levels are enriched for primitive, quiescent, drug-resistant leukemia-initiating cells and represent a critical target for eliminating disease persistence.

## Introduction

Chronic myelogenous leukemia (CML) results from long-term hematopoietic stem cell (LT-HSC) transformation by the *BCR-ABL1* oncogene. BCR-ABL tyrosine kinase inhibitors (TKIs) can induce deep remission and prolonged survival in patients with CML (1). However, leukemic LT-HSCs resist elimination and persist as a source of relapse in TKI-treated patients (2). Others and we have shown that CML LT-HSCs resist TKI treatment via BCR-ABL–independent mechanisms (3–5). In normal hematopoiesis, LT-HSCs demonstrate heterogeneity in differentiation and repopulation potential related to predetermined cell fate commitment (6, 7). However, CML LT-HSC heterogeneity has not been prospectively characterized, and drug-resistant LT-HSC subpopulations responsible for leukemia persistence and relapse have not been identified.

The c-Kit receptor tyrosine kinase is expressed predominately on hematopoietic stem and progenitor cells (HSPCs) and plays a crucial role in maintaining HSC function and pool size (8, 9). Stem cell factor (SCF), the ligand for c-KIT, is required for HSC maintenance in vivo (9–13). Specialized microenvironmental niches modulate LT-HSC quiescence, self-renewal, and longevity (14) and influence proliferation and lineage commitment of HSC progeny (15). SCF expression on endothelial and mesenchymal stromal niches is required for LT-HSC maintenance in adult BM (16). Interestingly, although c-Kit is required for maintaining stemness (17, 18), LT-HSCs expressing low levels of cell surface c-KIT protein (c-KIT^lo^) exhibit enhanced self-renewal and long-term reconstitution ability compared with LT-HSCs with high c-KIT expression (c-KIT^hi^) (19–21). These observations suggest that variability in c-KIT expression can differentiate heterogenous LT-HSC subpopulations.

CML HSPCs are reported to show altered responsiveness to SCF compared with their normal counterparts (22, 23). Leukemia-initiating cells in a CML blast crisis mouse model had variable c-KIT expression, whereas leukemia-initiating cells in chronic-phase CML were present in the c-KIT–positive fraction (24). Here we investigated whether levels of cell surface c-KIT expression could define subpopulations of CML LT-HSCs with heterogenous self-renewal and regenerative potential and differential response to TKI treatment. Our studies indicate that low c-KIT expression identifies a primitive, quiescent, treatment-resistant CML LT-HSC subpopulation with distinct regulatory characteristics.

## Results

### C-KIT^lo^ LT-HSCs are enriched in CML compared with normal BM.

Previous studies indicate that c-KIT^lo^ LT-HSCs represent a primitive, quiescent subset with increased multi-lineage-repopulating ability (19–21). We studied c-KIT expression in CML LT-HSCs using a well-characterized transgenic Tg(Tal1-tTA)19Dgt × Tg(tetO-BCR/ABL1)2Dgt (Scl-tTA BCR-ABL) mouse model of CML. In these mice, withdrawal of tetracycline induces *BCR-ABL1* expression and development of a CML-like myeloproliferative disorder. BM cells from CML mice (CD45.2) were transplanted into lethally irradiated wild-type recipients (CD45.1) to generate cohorts with similar time of onset of CML (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.157421DS1). A control group was maintained on doxycycline (Figure 1A). LT-HSCs (Lin^–^Sca-1^+^c-KIT^+^Flt3^–^CD150^+^CD48^–^) present within donor Lin^–^Sca-1^+^c-KIT^+^ (LSK) cells in control mice with the highest c-KIT expression (top 30%) were defined as c-KIT^hi^ LT-HSCs, whereas LT-HSCs with the lowest c-KIT expression (bottom 30%) were defined as c-KIT^lo^ LT-HSCs (Figure 1B). As previously described, total LT-HSC frequency and numbers were significantly reduced in BM from CML mice (Figure 1C and Supplemental Figure 1D) (25, 26). The mean fluorescence intensity (MFI) of c-KIT was significantly decreased in CML compared with control LT-HSCs (Figure 1D). Application of gates established for normal c-KIT^hi^ and c-KIT^lo^ cells to CML LT-HSCs (Figure 1B) showed increased proportions of c-KIT^lo^ LT-HSCs and reduced proportions of c-KIT^hi^ LT-HSCs in CML mice (Figure 1E), despite reduction in absolute numbers of c-KIT^lo^ LT-HSCs (Figure 1F). Therefore, CML development, though leading to depletion of LT-HSCs, is associated with proportionately greater retention of c-KIT^lo^ LT-HSCs.

Quantitative reverse transcriptase PCR (qRT-PCR) analysis showed no significant difference in *c-Kit* mRNA expression between c-KIT^lo^ and c-KIT^hi^ LT-HSCs from normal and CML mice (Supplemental Figure 1E). To determine c-KIT localization, cell surface c-KIT was stained at saturation levels, and cells were fixed and permeabilized to separately label intracellular c-KIT. As with cell surface c-KIT, intracellular c-KIT was significantly lower in CML compared with normal LT-HSCs (Supplemental Figure 1F). Intracellular c-KIT expression was reduced in c-KIT^lo^ CML compared with normal LT-HSCs but similar in normal and CML c-KIT^hi^ LT-HSCs (Supplemental Figure 1G). These results suggest that reduced surface c-KIT levels in CML LT-HSCs are not related to reduced RNA expression or protein relocalization to the intracellular compartment but could reflect increased c-KIT protein degradation, as was reported for normal c-KIT^lo^ LT-HSCs (21). We also evaluated *Bcr-Abl1* mRNA expression in CML KIT^lo^ and c-KIT^hi^ LT-HSCs using qRT-PCR (Figure 1G) and BCR-ABL signaling by measuring phosphorylated STAT5 (p-STAT5) levels in CML KIT^lo^ and c-KIT^hi^ LT-HSCs using intracellular flow cytometry (Figure 1H). CML KIT^lo^ LT-HSCs expressed higher levels of *Bcr-Abl1* mRNA, but did not express significantly higher levels of p-STAT5 levels, than c-KIT^hi^ LT-HSCs.

We assessed cell cycling using DAPI and Ki-67 labeling (Figure 1I). Normal c-KIT^lo^ LT-HSCs were highly quiescent and predominantly in G_0_. Normal c-KIT^hi^ LT-HSCs showed substantially reduced proportions of cells in G_0_ and increased proportions of cells in G_1_ compared with normal c-KIT^lo^ LT-HSCs, suggesting a more activated state. CML c-KIT^lo^ LT-HSCs showed similarly high proportions of cells in G_0_ as normal KIT^lo^ LT-HSCs, indicating that they were also highly quiescent. CML c-KIT^hi^ LT-HSCs showed substantially reduced proportions of cells in G_0_ and increased proportions of cells in S-G_2_-M compared with CML c-KIT^lo^ LT-HSCs. CML c-KIT^hi^ LT-HSCs showed reduced G_1_ phase and increased G_2_-S-M phase, compared with normal c-KIT^hi^ LT-HSCs, suggesting increased progression through the cell cycle.

### CML c-KIT^lo^ LT-HSCs exhibit gene signatures characteristic of primitive drug-resistant leukemia stem cells.

RNA-Seq analysis was performed on normal c-KIT^hi^, normal c-KIT^lo^, CML c-KIT^hi^, and CML c-KIT^lo^ LT-HSCs. 

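LT-HSCs, the most primitive blood-forming cells of the BM, were sequenced as 12 libraries, 3 from each of the 4 groups. The methods give 4 biological replicates per group and the Figure 2 legend gives 3, and 3 libraries per group were analysed here. CML cells came from mice in which BCR-ABL was switched on by leaving out doxycycline, and normal cells from mice kept on it. cDNA was made with a SMARTer kit, which copies polyadenylated RNA from very few cells, and libraries were made with Nextera XT, which does not mark the strand. The authors aligned the reads with STAR 2.5.3a to GRCm38, assigned them to Gencode M11 genes with HTSeq 0.9.1 (versions from the submitters' processing notes where the methods give none), and deposited a whole-number count for each of 48795 genes in each library. Counts on genes ranged from 7753878 to 9843191 (median 8734844) in normal c-KIT hi libraries and from 14487608 to 31020852 (median 18214770) in normal c-KIT lo libraries. They ranged from 9730576 to 13213021 (median 11688622) in CML c-KIT hi libraries and from 17653931 to 20749935 (median 18437055) in CML c-KIT lo libraries.

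In c-KIT hi libraries 24.4% to 37.1% of the entries in the count table lay on genes, against 43.9% to 60.6% in c-KIT lo libraries. Entries for reads that matched several places in the genome, which are not counted on any gene, made up 58.9% to 66.9% in c-KIT hi and 34.3% to 52.3% in c-KIT lo libraries. Genes shorter than 1 kb took 7.03% to 13.8% of the gene counts in c-KIT hi libraries and 1.4% to 5.45% in c-KIT lo libraries. Mitochondrially encoded transcripts took 1.12% ± 0.311 (mean ± SD, n = 3) of the gene counts in normal c-KIT hi, 0.19% ± 0.0704 in normal c-KIT lo, 1.4% ± 1.31 in CML c-KIT hi, and 0.171% ± 0.0301 in CML c-KIT lo LT-HSCs. In both disease states every c-KIT hi library lay on the same side of every c-KIT lo library for the share on genes, the share at several places and the share on short genes (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). Within a group, the median correlation of a library with the others across genes was 0.966 to 0.972 in CML c-KIT lo, 0.873 to 0.896 in CML c-KIT hi, 0.872 to 0.901 in normal c-KIT hi, and 0.748 to 0.786 in normal c-KIT lo LT-HSCs. Normal c-KIT lo libraries 2 and 3 had a higher median correlation with the libraries of other groups (0.751 and 0.819) than with their own (0.748 and 0.786). Normal c-KIT lo library 1 had the fewest genes with 10 or more counts (9760) and lay at 207 on principal component 2 (25.4% of the variance), where the other 11 libraries lay between -44.3 and 51.3.

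From the counts, 14676 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood test after TMM scaling, in a single fit of the 12 libraries that gives all groups 1 estimate of the spread. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05. Libraries correlated least within normal c-KIT^lo and most within CML c-KIT^lo LT-HSCs. A shared spread can therefore make p too small in normal and too large in CML for c-KIT^lo versus c-KIT^hi LT-HSCs. With only the groups compared in the fit, called genes went from 954 to 0 in normal and from 1238 to 4688 in CML. That fit also holds fewer libraries, so the effect of the shared spread was not tested apart. Levels are given as CPM, a gene's counts relative to all gene counts of its library on the TMM scale. Each of 34 gene lists was compared with all other genes by camera at a preset correlation of 0.01 between genes, with adjustment over the 34 lists, and again with the correlation estimated from the libraries. The comparisons, the tests, the lists and the rule for named genes were set before the data were examined, unless a choice is said to have been made later. Nothing in the sources used here says whether the libraries of a group came from separate mice beyond the methods' term biological replicates.

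**Figure D1:**
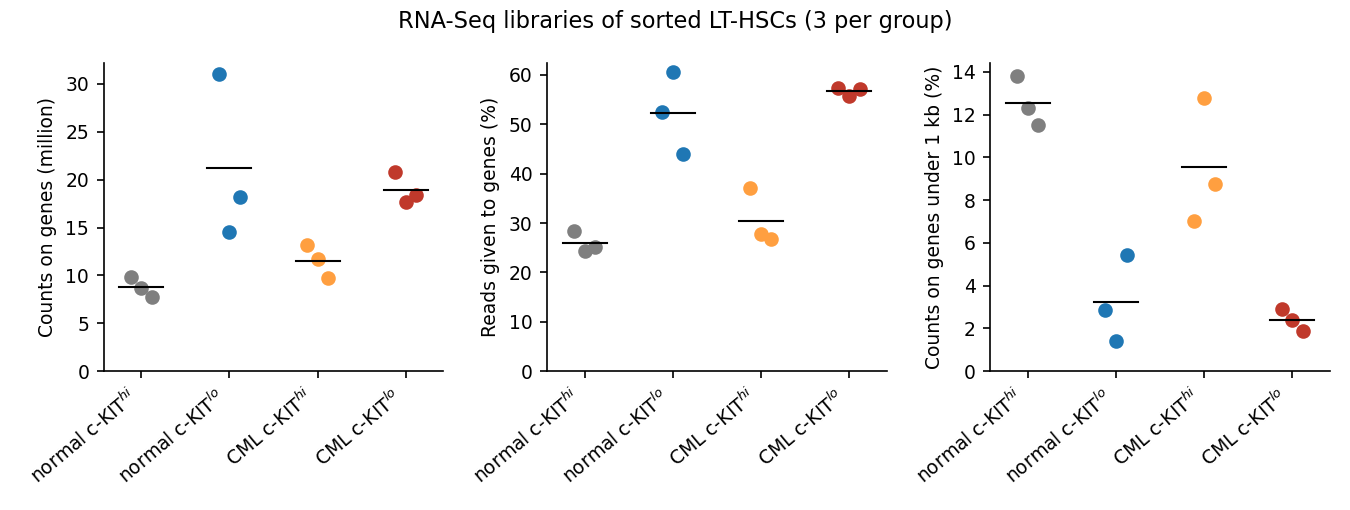
Counts on genes, the percentage of entries in the count table that lay on genes, and the percentage of gene counts on genes shorter than 1 kb, for normal c-KIT hi, normal c-KIT lo, CML c-KIT hi and CML c-KIT lo LT-HSCs. Each point is a library and the black line is the mean of 3. The share on genes is 24.4% to 37.1% in c-KIT hi and 43.9% to 60.6% in c-KIT lo libraries.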

We compared gene expression between (a) normal c-KIT^hi^ and c-KIT^lo^ LT-HSCs, (b) CML c-KIT^hi^ and c-KIT^lo^ LT-HSCs, and (c) normal and CML c-KIT^lo^ LT-HSCs. Increased expression of several HSC-associated genes, including *Trib3* and *Gfi1*, was seen in normal c-KIT^lo^ versus c-KIT^hi^ LT-HSCs (Figure 2A). 

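*Trib3* (ENSMUSG00000032715.9), a pseudokinase of the stress response, rose 20-fold in normal c-KIT lo versus c-KIT hi LT-HSCs, from 4.33 ± 0.952 to 86.7 ± 18 CPM (mean ± SD, n = 3 libraries each). This is a log2 fold change of 4.32 (SE 0.71, adjusted p = 0.0146 from edgeR). *Gfi1* (ENSMUSG00000029275.17), a transcriptional repressor that restrains HSC proliferation, had 3 counts over the normal c-KIT hi libraries and 81.4 ± 51.7 CPM in normal c-KIT lo LT-HSCs, a ratio of 697 with a 95% counting interval of 239 to 3380 (adjusted p = 0.0142). *Trib3* lies on chromosome 2 of GRCm38 from 152337422 to 152344032, and *Gfi1* on chromosome 5 from 107716657 to 107726036. *Procr*, which encodes the HSC surface marker EPCR, rose 12.1-fold (adjusted p = 0.0142), and *Ly6a*, which encodes Sca-1, rose 8.56-fold (adjusted p = 0.018).

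Of 47 HSC identity and self-renewal genes, 9 rose, 1 fell and 37 did not pass the test, with a median log2 fold change of 0.71 (13 rose and 1 fell when adjusted over the list alone). The list was higher in normal c-KIT lo LT-HSCs (camera adjusted p = 0.000139), and adjusted p = 0.0378 with an estimated correlation. It holds *Trib3*, *Gfi1*, *Hoxb4* and *Ctnnal1*, which the paper names or marks in Figure 2 from the same data, so it is not fully separate from the paper's result. The member that fell was *Hmga2*, a chromatin protein of fetal HSCs (log2 fold change -3.92, SE 0.87). Of 33 genes associated with HSC quiescence, 7 rose, 0 fell and 26 did not pass the test (8 rose and 2 fell when adjusted over the list alone). They included *Cdkn1c*, which encodes the cell cycle inhibitor p57 (5.37-fold), and *Ndn*, which encodes necdin (4.4-fold). That list was higher at a camera adjusted p of 0.0344 with a median log2 fold change of 0.43, and adjusted p = 0.272 with an estimated correlation. Its adjusted p was 0.0724 without normal c-KIT lo library 1 and ranged from 6.16e-06 to 0.272 over the alternatives. *Cd74*, the invariant chain of MHC class II that is abundant in B cells, dendritic cells and monocytes, rose 20-fold from 64 ± 26.7 to 1280 ± 712 CPM (adjusted p = 0.0142). Of 22 monocyte, macrophage and dendritic cell markers, 1 rose and 1 fell (2 and 2 when adjusted over the list alone, median log2 fold change 1.47, camera adjusted p = 0.0811, and 0.425 with an estimated correlation).

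In all, 455 genes rose and 499 fell. No gene passed without normal c-KIT hi library 1 or without normal c-KIT hi library 2, so each gene call of this comparison rests on both. The number that passed was 205 without normal c-KIT hi library 3, 23 and 1849 without normal c-KIT lo libraries 1 and 3, 502 and 566 without CML c-KIT hi libraries 2 and 3, and 210, 206 and 316 without CML c-KIT lo libraries 1, 2 and 3. With size factors from medians of ratios in place of TMM, 322 genes rose and 547 fell, and the median log2 fold change of all genes moved from 0.161 to 0.022. The numbers were 0 and 0 with only the 2 groups in the fit or with a replicate block, 2 and 0 with limma-voom, and 1184 and 1488 with DESeq2.

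**Figure D2:**
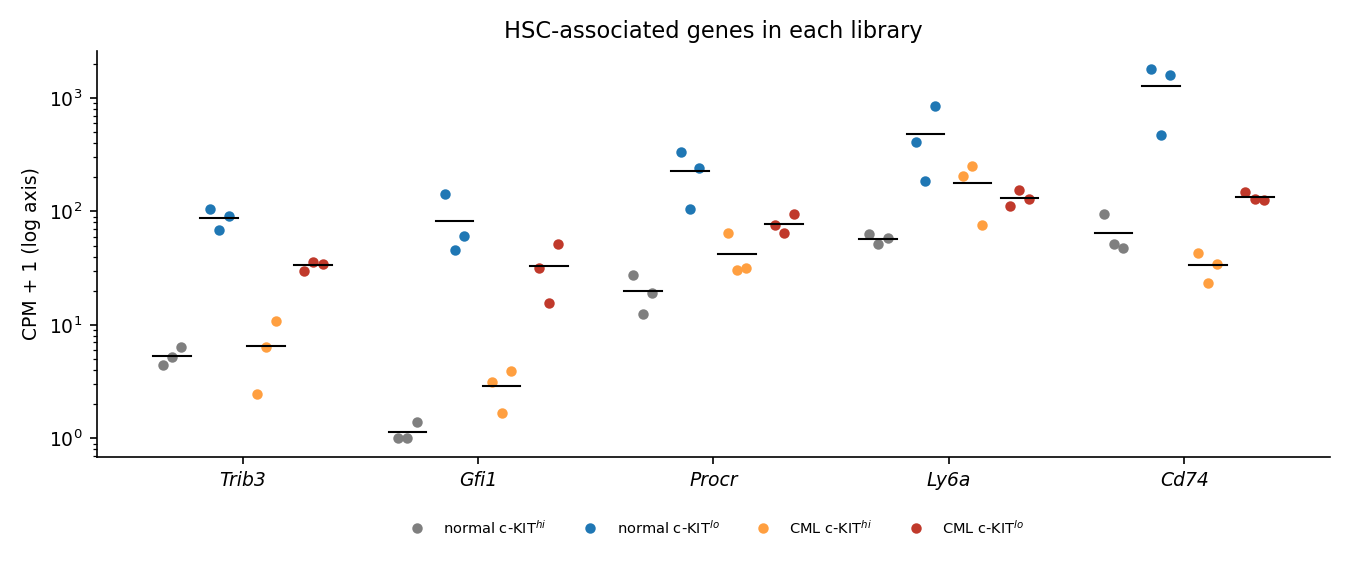
CPM + 1 on a log axis of *Trib3*, *Gfi1*, *Procr*, *Ly6a* and *Cd74* in normal c-KIT hi, normal c-KIT lo, CML c-KIT hi and CML c-KIT lo LT-HSCs. Each point is a library and the black line is the mean of 3. *Trib3* averages 4.33 CPM in normal c-KIT hi and 86.7 CPM in normal c-KIT lo LT-HSCs.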

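In CML c-KIT lo versus CML c-KIT hi LT-HSCs, *Myc*, a transcription factor that drives growth and ribosome production, rose 2.43-fold, from 190 ± 39.3 to 461 ± 54.4 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0333 from edgeR). Among the transcription factors activated by cytokine receptors, *Stat6* rose 6.34-fold to 252 ± 28.7 CPM (adjusted p = 0.0151), *Stat3* rose 4.92-fold to 361 ± 44.9 CPM (adjusted p = 0.034), and *Stat5a* rose 5.13-fold to 160 ± 24.1 CPM (adjusted p = 0.046). *Stat5b* had 31.9 ± 9.9 CPM in CML c-KIT hi and 127 ± 22.2 CPM in CML c-KIT lo LT-HSCs and did not pass the test (log2 fold change 2.00, SE 0.70, adjusted p = 0.0878). *Ctnnb1*, which encodes β-catenin, the effector of Wnt signaling, rose 3.92-fold, from 89 ± 19.2 to 349 ± 11.5 CPM (adjusted p = 0.0274).

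*Myc* lies on chromosome 15 of GRCm38 from 61985391 to 61990374. *Stat5b*, *Stat5a* and *Stat3* are neighbors on chromosome 11 between 100780731 and 100939540, and the ends of *Stat5a* and *Stat3* overlap by 72 bases on opposite strands. *Ctnnb1* shares 14.6% of its exonic bases with *Ulk4*, and reads from such stretches cannot be assigned to a strand. In all, 427 genes rose and 811 fell in CML c-KIT lo LT-HSCs. The numbers were 50 and 533 with offsets that take out each library's trend on exonic length, chosen after seeing the data, 2312 and 2376 with only the 2 groups in the fit, 0 and 0 with a replicate block, 2994 and 3288 with limma-voom, and 1148 and 1998 with DESeq2. In 51.2% of the genes tested the 3 libraries of a group lay on the same side of the other 3, where chance gives 10% and genes are not independent. This share was 23.6% in normal c-KIT lo versus c-KIT hi, 20.1% in CML versus normal c-KIT lo and 14.3% in CML versus normal c-KIT hi LT-HSCs. No gene passed without CML c-KIT hi library 2 or without CML c-KIT lo library 1 or 2, and 2 other genes passed without CML c-KIT lo library 3, so each gene call of this comparison rests on these 4 libraries. The number that passed was 690 and 569 without CML c-KIT hi libraries 1 and 3, 693 and 780 without normal c-KIT hi libraries 2 and 3, and 1859, 2084 and 2021 without normal c-KIT lo libraries 1, 2 and 3.

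**Figure D3:**
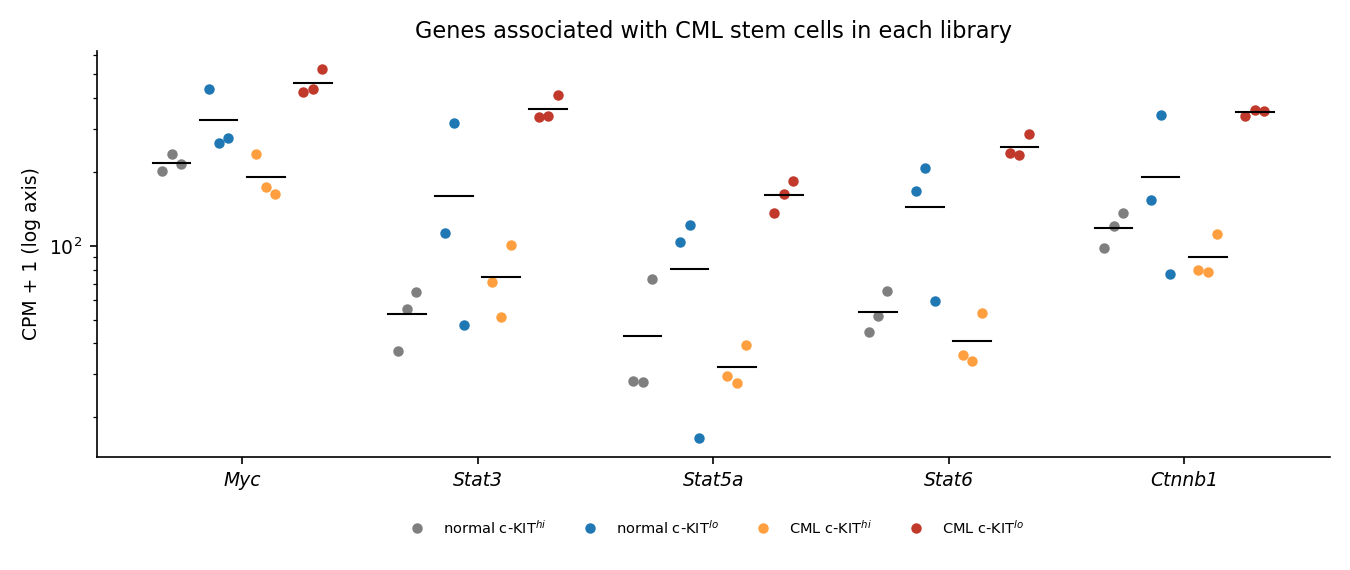
CPM + 1 on a log axis of *Myc*, *Stat3*, *Stat5a*, *Stat6* and *Ctnnb1* in normal c-KIT hi, normal c-KIT lo, CML c-KIT hi and CML c-KIT lo LT-HSCs. Each point is a library and the black line is the mean of 3. *Stat6* averages 39.8 CPM in CML c-KIT hi and 252 CPM in CML c-KIT lo LT-HSCs.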

Increased expression of several genes previously reported to be associated with CML stem cells and TKI resistance, including *Myc*, *Mpl*, *Stat3*, *Stat5a*, *Stat6*, and *Ctnnb*, was seen in CML c-KIT^lo^ versus c-KIT^hi^ LT-HSCs (Figure 2B) (27–34). Interestingly, we have previously shown that CML LT-HSCs with higher levels of MPL expression have increased leukemogenic capacity and reduced TKI sensitivity (35).

Gene set enrichment analysis (GSEA) comparing normal c-KIT^lo^ and normal c-KIT^hi^ LT-HSCs showed that normal c-KIT^lo^ LT-HSCs were enriched for Hallmark gene signatures for interferon signaling, hypoxia, glycolysis, lipid metabolism, p53 signaling, and inflammatory signaling (STAT3, STAT5, TNFA), whereas normal c-KIT^hi^ LT-HSCs were enriched for oxidative phosphorylation (OXPHOS), cell cycle, MYC, and Hedgehog gene signatures (Supplemental Figure 2A). 

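Interferon-stimulated genes were higher in normal c-KIT lo LT-HSCs. Of 55 members, 11 rose, 0 fell and 44 did not pass the test, and 49 had a log2 fold change above 0 (11 rose and 0 fell when adjusted over the list alone, median log2 fold change 1.44, camera adjusted p = 4.11e-08, and adjusted p = 0.0378 with an estimated correlation). *Irf1*, a transcription factor of the interferon response, rose 6.52-fold from 26.5 ± 11.1 to 173 ± 33.8 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0146 from edgeR), and the interferon-induced GTPases *Gbp2* and *Igtp* rose 5.55-fold and 5.18-fold. Of 66 IL-6/JAK/STAT3 signaling genes, 8 rose and 0 fell (12 and 2 when adjusted over the list alone, median log2 fold change 1.23, camera adjusted p = 6.64e-05, and adjusted p = 0.0636 with an estimated correlation). Of 65 IL-2/STAT5 signaling genes, 9 rose and 1 fell (13 and 2 when adjusted over the list alone, median 1, camera adjusted p = 0.00248, and adjusted p = 0.06 with an estimated correlation). Of 43 cytokine and inflammatory receptors, 7 rose and 1 fell (9 and 1 when adjusted over the list alone, mean log2 fold change 0.689, camera adjusted p = 0.000503, and adjusted p = 0.162 with an estimated correlation). These groups held *Ltb*, which encodes lymphotoxin β (15.8-fold higher, adjusted p = 0.0142), *Il2rg*, the common γ chain of several interleukin receptors (10.4-fold), and *Csf3r*, the G-CSF receptor (10.1-fold). *Il2rg* shares 30.5% of its exonic bases with another annotated gene. The receptor that fell was *Csf1r*, with 0 counts in normal c-KIT lo LT-HSCs, which is at least 58.6-fold lower against a floor of 3 counts over the group. Of 76 TNF/NF-κB response genes, 7 rose and 3 fell (12 and 4 when adjusted over the list alone), with a median log2 fold change of 0.19 but a mean of -0.18, and the list did not pass the test (camera adjusted p = 0.0741, higher, and 0.403 with an estimated correlation). It was called higher in 4 of 11 other settings, among them fgsea, a test on ranked genes like the paper's GSEA.

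Among metabolic genes, 5 of 35 glycolysis genes rose and 1 fell (13 and 2 when adjusted over the list alone, median log2 fold change 1.35, camera adjusted p = 4.66e-06, and adjusted p = 0.107 with an estimated correlation). *Slc2a1*, the glucose transporter GLUT1, rose 5.48-fold to 74.4 ± 11.3 CPM, and the glycolytic enzymes *Aldoc* and *Pfkl* rose 5.38-fold and 3.08-fold, whereas *Hk2*, hexokinase 2, fell 25.4-fold from 688 ± 298 to 27.1 ± 5.29 CPM. Of 75 hypoxia response genes, 8 rose and 3, *Hk2*, *Higd1a* and *Mif*, fell (17 and 5 when adjusted over the list alone, median 0.97, camera adjusted p = 0.000503, and adjusted p = 0.128 with an estimated correlation). Of 64 fatty acid oxidation and metabolism genes, 2 rose and 1 fell, also when adjusted over the list alone (median 0.715, camera adjusted p = 0.0271, and adjusted p = 0.175 with an estimated correlation). *Acadvl*, the first enzyme of long-chain fatty acid oxidation, rose 3.5-fold but shares 42.9% of its exonic bases with *Dvl2*, and *Decr2* rose 4.08-fold. *Acacb*, an acetyl-CoA carboxylase, had 1 count in normal c-KIT lo LT-HSCs and was lower by a ratio of 360 (95% counting interval 64.6 to 14200). This list lost its call with libraries thinned to equal depth (adjusted p = 0.0723). Of 67 p53 targets, 5 rose and 1 fell (6 and 4 when adjusted over the list alone), among them *Sesn1* (4.73-fold higher), an inhibitor of mTORC1, and the list did not pass the test (median 0.64, camera adjusted p = 0.0746, and 0.162 with an estimated correlation).

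OXPHOS genes were lower in normal c-KIT lo LT-HSCs. Of 72 nuclear subunits, 26 fell, 1 rose (*Sdha*, of complex II) and 45 did not pass the test (40 fell and 2 rose when adjusted over the list alone, median log2 fold change -2.01, camera adjusted p = 1.89e-15, and adjusted p = 0.299 with an estimated correlation). *Atp5k*, a subunit of ATP synthase, fell from 11500 ± 899 to 124 ± 113 CPM and *Ndufa3*, of complex I, fell from 6010 ± 1220 to 397 ± 292 CPM. Of 8 mitochondrially encoded mRNAs, 7 fell, also when adjusted over the list alone (median -2.58, camera adjusted p = 1.08e-07, and adjusted p = 0.162 with an estimated correlation). Of 58 cytosolic ribosomal proteins, 18 fell and 0 rose (23 and 0 when adjusted over the list alone, median -1.47, camera adjusted p = 2.74e-14, and adjusted p = 0.299 with an estimated correlation). Of 58 G2/M and mitosis genes, 6 fell and 0 rose (8 and 0 when adjusted over the list alone, median -1.34, camera adjusted p = 2.52e-09, and adjusted p = 0.296 with an estimated correlation), including *Cdkn3*, a cell cycle phosphatase (10.6-fold lower), and *Nusap1*, a spindle protein (4.28-fold lower). Of 51 E2F targets of DNA replication, 3 fell and 0 rose (2 and 0 when adjusted over the list alone, median -0.42, camera adjusted p = 0.00409, and adjusted p = 0.299 with an estimated correlation). They included *Hells*, a chromatin remodeler (26.7-fold lower), and *Ccne2*, cyclin E2 (5.32-fold lower). The E2F call was lost with no filter on low counts (adjusted p = 0.201).

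Of 50 MYC targets, 2 rose and 5 fell, also when adjusted over the list alone, and the list did not pass the test (median -0.101, camera adjusted p = 0.416, and 0.769 with an estimated correlation). *Gnl3* and *Nop58*, nucleolar proteins, fell 5.67-fold and 5.03-fold, and *Pes1*, a ribosome assembly factor, rose 2.75-fold. Of 30 Hedgehog signaling genes, 0 rose and 2 fell, *Cdk6* (8.33-fold), a G1 cyclin-dependent kinase, and *Dpysl2* (5.41-fold; 0 and 4 when adjusted over the list alone). Their median was 0.089 but their mean -0.898, and the list did not pass the test (lower, camera adjusted p = 0.174, and 0.685 with an estimated correlation). Except for the interferon and HSC lists, no list call of this comparison held with an estimated correlation. In the shortest 20% of genes (38 to 1838 exonic bases), which hold 229 of the 499 genes that fell, the median log2 fold change was -0.798. The c-KIT hi libraries also had the larger share of counts on genes under 1 kb.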

GSEA comparing CML c-KIT^lo^ and CML c-KIT^hi^ LT-HSCs showed that the latter were enriched for gene signatures for inflammatory signaling (IL-6/JAK/STAT3, IL-2/STAT5, and TNF-α/NF-κB signaling; inflammatory response); TGF-β, Wnt/β-catenin, and Hedgehog signaling; hypoxia; and glycolysis, whereas CML c-KIT^hi^ LT-HSCs were enriched for OXPHOS, Myc and E2F targets, and DNA repair (Figure 2C). 

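In CML c-KIT lo versus c-KIT hi LT-HSCs, 6 of 66 IL-6/JAK/STAT3 signaling genes rose and 0 fell, also when adjusted over the list alone, and 46 had a log2 fold change above 0 (median 0.806, camera adjusted p = 0.00284, and adjusted p = 0.267 with an estimated correlation). Of 65 IL-2/STAT5 signaling genes, 6 rose and 1 fell, also when adjusted over the list alone (median 0.811, camera adjusted p = 0.00624, and adjusted p = 0.267 with an estimated correlation). *Jak3*, the kinase of the common γ chain, rose 8.15-fold from 43.4 ± 28.7 to 354 ± 73.2 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0241 from edgeR). The immunoglobulin genes *Ighm* and *Igkc*, expressed by B-lineage cells, rose alongside, from 3.32 ± 4.43 to 3370 ± 2170 CPM and from 23 ± 35 to 2390 ± 2200 CPM (adjusted p = 0.0153 and 0.0391), and *Cd74* rose 4.08-fold, while the list of 11 B cell markers did not pass the test (median 6.6, or 2.95 with genes at 0 counts set to their bound, camera adjusted p = 0.153, and 0.465 with an estimated correlation). Of 76 TNF/NF-κB response genes, 3 rose, 1 fell and 72 did not pass the test (0 and 0 when adjusted over the list alone), 48 had a log2 fold change above 0, and the list did not pass the test (median 0.288, camera adjusted p = 0.137, and 0.465 with an estimated correlation). It was called higher with fgsea, a test on ranked genes like the paper's GSEA, and with no filter on low counts.

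Of 56 TGF-β signaling genes, 4 rose and 0 fell (6 and 0 when adjusted over the list alone, median 0.671, camera adjusted p = 0.0399, and adjusted p = 0.465 with an estimated correlation). *Furin*, a protease that processes TGF-β, rose 12.4-fold, *Ski*, a repressor of SMAD proteins, rose 8.09-fold, and *Smad1* rose 2.67-fold. Of 30 Hedgehog signaling genes, 3 rose and 0 fell, also when adjusted over the list alone, and 27 had a log2 fold change above 0 (median 1.53, camera adjusted p = 0.00956, and adjusted p = 0.465 with an estimated correlation). *Smo*, the signal transducer of the pathway, rose 7.17-fold from 14.4 ± 5.2 to 103 ± 5.09 CPM, *Evc2*, a ciliary partner of SMO, rose 15.5-fold, and *Adgrg1*, the adhesion receptor GPR56, rose 5.31-fold. Without CML c-KIT hi library 2 the adjusted p was 0.0728 for Hedgehog and 0.0653 for TGF-β signaling, and TGF-β signaling also lost its call without CML c-KIT hi library 1 (adjusted p = 0.066) or normal c-KIT hi library 1 (adjusted p = 0.0527). Over the alternatives the adjusted p ranged from 0.00274 to 0.465 for Hedgehog and from 0.000294 to 0.465 for TGF-β signaling.

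Of 75 hypoxia response genes, 4 rose and 4 fell (6 and 4 when adjusted over the list alone), and 55 had a log2 fold change above 0 (median 0.723, camera adjusted p = 0.00486, and adjusted p = 0.267 with an estimated correlation). The 4 that fell were *Hk2*, *Higd1a*, *Mif* and *Fam162a*. Of 35 glycolysis genes, 4 rose and 1 fell (7 and 1 when adjusted over the list alone, median 0.703, camera adjusted p = 0.00284, and adjusted p = 0.267 with an estimated correlation). *Pfkl*, liver-type phosphofructokinase, rose 5.56-fold from 99.4 ± 35.9 to 553 ± 102 CPM, the glucose transporters *Slc2a3* and *Slc2a1* rose 6.25-fold and 3.33-fold, and *Hk2* fell 15.9-fold.

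OXPHOS genes were lower in CML c-KIT lo LT-HSCs. Of 72 nuclear subunits, 43 fell, 1 rose (*Ndufs1*, of complex I) and 28 did not pass the test (58 fell and 2 rose when adjusted over the list alone, median -2.68, camera adjusted p = 3.67e-29, and adjusted p = 0.267 with an estimated correlation). *Cox6c*, of cytochrome c oxidase, fell 20.7-fold from 2100 ± 1360 to 101 ± 17.4 CPM, and the complex I subunits *Ndufa5* and *Ndufb4* fell 20.9-fold and 23.6-fold. Of 51 E2F targets of DNA replication, 8 rose and 3 fell (9 and 13 when adjusted over the list alone), 25 had a log2 fold change above 0, and the list did not pass the test (median -0.11, camera adjusted p = 0.921, and 0.958 with an estimated correlation). The MCM helicase subunits *Mcm2*, *Mcm3* and *Mcm5* rose 5.13-fold, 3.63-fold and 2.8-fold, whereas *Gins1* and *Tipin*, also of DNA replication, fell with log2 fold changes of -1.63 and -1.60. Of 57 DNA repair genes, 2 rose and 6 fell (3 and 6 when adjusted over the list alone), with a median of 0.345 and a mean of 0.034 although the direction of the test was lower, and the list did not pass the test (camera adjusted p = 0.921, and 0.958 with an estimated correlation). Those that fell included *Polr2k*, *Polr2i* and *Polr2f*, subunits of RNA polymerase II (18.4-fold, 14.9-fold and 11.7-fold), and *Gtf2h5*, of TFIIH (6.05-fold). In the shortest 20% of genes the median log2 fold change was -1.91, with 418 of the 811 genes that fell. Fold changes rose with exonic length (Spearman's rho 0.409 across 14641 genes, which are not independent).

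**Figure D4:**
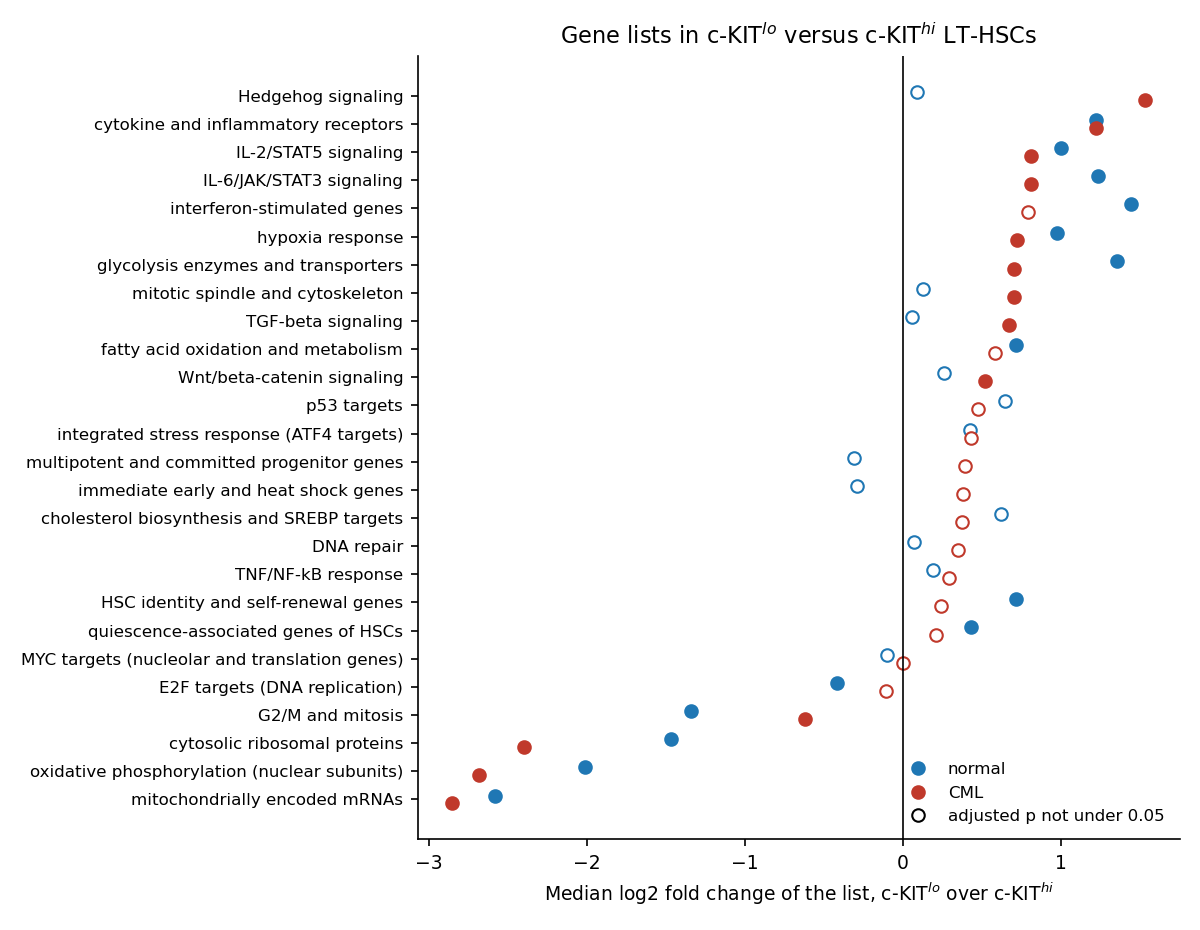
Median log2 fold change of c-KIT lo versus c-KIT hi LT-HSCs for each of 26 gene lists that are not cell type markers, in normal (blue) and CML (red). Open points are lists whose camera adjusted p at the preset correlation was not under 0.05. OXPHOS lies at -2.01 in normal and -2.68 in CML, and Hedgehog signaling at 0.089 and 1.53.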

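Of 50 MYC targets that act in the nucleolus and in translation, 3 rose, 6 fell and 41 did not pass the test in CML c-KIT lo versus c-KIT hi LT-HSCs (7 rose and 9 fell when adjusted over the list alone), and 24 had a log2 fold change above 0. *Nop2*, an rRNA methyltransferase, rose 3.92-fold from 60.4 ± 15.3 to 237 ± 28.2 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0153 from edgeR). *Eif3b*, a translation initiation factor, rose 4.44-fold to 722 ± 111 CPM. *Snrpd1* and *Snrpd2*, core proteins of the spliceosome, fell 8.87-fold and 15.5-fold, *Snrpd2* from 984 ± 737 to 63.4 ± 3.13 CPM. The list as a whole did not pass the test (median log2 fold change -0.00385, camera adjusted p = 0.535, and 0.825 with an estimated correlation).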

Enrichment of MYC gene signatures in CML c-KIT^hi^ LT-HSCs despite reduced Myc mRNA expression could reflect posttranscriptional regulation or modulation of MYC transcriptional activity. Analysis of C2 signatures showed enrichment of inflammatory and Wnt/β-catenin signaling signatures in CML c-KIT^lo^ LT-HSCs and OXPHOS and cell proliferation signatures in CML c-KIT^hi^ LT-HSCs (Supplemental Table 1). 

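Wnt/β-catenin signaling genes were higher in CML c-KIT lo LT-HSCs: of 58, 4 rose, 0 fell and 54 did not pass the test, and 35 had a log2 fold change above 0 (3 rose and 0 fell when adjusted over the list alone, median 0.516, camera adjusted p = 0.0309, and adjusted p = 0.465 with an estimated correlation). The adjusted p was 0.0504 without CML c-KIT hi library 2 and ranged from 0.00134 to 0.465 over the alternatives. *Kat2a*, a histone acetyltransferase, rose 7.52-fold from 21.3 ± 5.29 to 160 ± 12.2 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0158 from edgeR), and *Axin1*, a scaffold of the complex that degrades β-catenin, rose 4.67-fold from 32.9 ± 7.13 to 154 ± 4.16 CPM (adjusted p = 0.0481). Cytokine and inflammatory receptors were also higher, with 6 of 43 that rose and 0 that fell (8 and 0 when adjusted over the list alone; 36 above 0, mean log2 fold change 1.32, camera adjusted p = 0.000749, and adjusted p = 0.267 with an estimated correlation). This list holds genes that the paper reports as higher in these same cells, among them *Csf1*, *Tnfrsf21*, *Il10ra*, *Csf3r* and *Ifnar1*. It is therefore no separate support for the paper. Its members *Csf1* and *Icam1* are not receptors.

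G2/M and mitosis genes were lower: of 58, 9 fell and 0 rose (10 and 0 when adjusted over the list alone, median -0.622, camera adjusted p = 0.00288, and adjusted p = 0.488 with an estimated correlation). *Cdkn3* fell 17.2-fold, *Pttg1*, which encodes securin, fell 7.68-fold, and *Spc25*, of the kinetochore, fell 5.36-fold from 242 ± 17.9 to 45.1 ± 14.3 CPM. Of 58 cytosolic ribosomal proteins, 31 fell and 0 rose (42 and 0 when adjusted over the list alone, median -2.4, camera adjusted p = 7.03e-26, and adjusted p = 0.267 with an estimated correlation). Of 8 mitochondrially encoded mRNAs, 7 fell (8 when adjusted over the list alone, median -2.85, camera adjusted p = 2.47e-08, and adjusted p = 0.267 with an estimated correlation), among them *mt-Cytb*, which fell 5.53-fold from 2760 ± 937 to 499 ± 84 CPM. Of 53 mitotic spindle and cytoskeleton genes, 1 rose, *Map1s* (3.04-fold), which binds microtubules, and 0 fell (0 and 0 when adjusted over the list alone, median 0.702, camera adjusted p = 0.00486, higher, and adjusted p = 0.47 with an estimated correlation). The C2 collection was not used here, and these lists stand in for its themes. *Rps28* (19.2-fold lower) and *Rpl13* (10.1-fold lower), like other ribosomal protein genes, have processed copies elsewhere in the genome, so their counts leave out reads that match several places.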

Further analysis of genes contributing to inflammatory signaling profiles in CML c-KIT^lo^ LT-HSCs revealed increased expression of *Csf1*, *Tnfrsf21* (DR6), IL-10 receptor, CSF3 (G-CSF) receptor, and IFN-α receptor, together with increased expression of *Stat3*, *Stat5*, *Socs3*, *NF-kB*, and *c-Myc* (Figure 2D and Supplemental Figure 2B).

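*Csf3r*, the G-CSF receptor, rose 7.24-fold in CML c-KIT lo LT-HSCs, from 10.5 ± 3.32 to 76.2 ± 30.5 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0336 from edgeR). *Tnfrsf21* rose 4.55-fold, from 26 ± 7.3 to 118 ± 22.5 CPM (adjusted p = 0.0433). *Socs3*, a feedback inhibitor of JAK/STAT signaling, rose 10.9-fold, from 21.2 ± 8.36 to 232 ± 85.2 CPM (adjusted p = 0.049), and *Nfkb1*, which encodes the p105/p50 subunit of NF-κB, rose 2.73-fold, from 135 ± 31.8 to 369 ± 36.9 CPM (adjusted p = 0.0424). Other cytokine receptors that rose were *Il4ra* (5.03-fold, adjusted p = 0.0296) and *Il27ra* (3.53-fold, adjusted p = 0.0384). In the same libraries *Ighm*, the IgM heavy chain gene of B-lineage cells, rose from 3.32 ± 4.43 to 3370 ± 2170 CPM (adjusted p = 0.0153).

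Several genes of the same kind did not pass the test. *Csf1*, the ligand of the macrophage receptor CSF1R, had 0.533 ± 0.496 CPM in c-KIT hi and 15.4 ± 9.26 CPM in c-KIT lo LT-HSCs (adjusted p = 0.127). The IL-10 receptor chain *Il10ra* had 4.28 ± 0.671 and 32 ± 9.39 CPM (adjusted p = 0.145), whereas *Il10rb* had 24.2 ± 7.92 and 32.2 ± 1.43 CPM (adjusted p = 0.659). *Il10rb* shares 14.9% of its exonic bases with another annotated gene. The IFN-α receptor chain *Ifnar1* had 11.7 ± 1.83 and 76.8 ± 6.49 CPM (adjusted p = 0.0716), and *Ifnar2* had 106 ± 10.2 and 80.3 ± 10.2 CPM (adjusted p = 0.576). *Rela*, which encodes the p65 subunit of NF-κB, had 70.8 ± 28 and 244 ± 33.4 CPM (adjusted p = 0.0587), and *Icam1*, an adhesion molecule, had 27.4 ± 14.4 and 94.2 ± 26.9 CPM (adjusted p = 0.0708). *Csf1*, *Il10ra*, *Ifnar1*, *Rela* and *Icam1* passed as higher with DESeq2, the paper's tool, with only the CML groups in the fit, and with limma-voom. *Il10rb* and *Ifnar2* passed in no setting. In simulated data DESeq2 called more unchanged genes than edgeR. The paper takes such genes from the leading edges of gene sets and not from a test of each.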

GSEA comparing CML c-KIT^lo^ LT-HSCs and normal c-KIT^lo^ LT-HSCs showed that CML c-KIT^lo^ LT-HSCs were enriched for inflammatory signaling (TNF-α/NF-κB, IL-6/JAK/STAT3; inflammatory response), Hedgehog signaling, and cell cycle (G2M checkpoint, mitotic spindle, E2F targets) signatures, whereas normal c-KIT^lo^ LT-HSCs were enriched for OXPHOS, fatty acid metabolism, and interferon signatures (Figure 2E). 

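In CML c-KIT lo versus normal c-KIT lo LT-HSCs, the TNF/NF-κB list was higher. Of its 76 genes, 3 rose, 0 fell and 73 did not pass the test, and 56 had a log2 fold change above 0 (22 rose and 1 fell when adjusted over the list alone, median 1.15, camera adjusted p = 6.27e-09, and adjusted p = 0.0827 with an estimated correlation). The 3 that rose were *Jun*, *Egr1* and *Btg2*, which are described below as immediate early genes. Of 66 IL-6/JAK/STAT3 signaling genes, 1 rose and 0 fell (4 and 1 when adjusted over the list alone, median 0.322, camera adjusted p = 0.0387, and adjusted p = 0.405 with an estimated correlation). The IL-6 call was lost without CML c-KIT hi library 1, 2 or 3 (adjusted p = 0.0507, 0.0559 and 0.0509), CML c-KIT lo library 3 (0.065), normal c-KIT hi library 1 (0.0538), or normal c-KIT lo library 2 or 3 (0.112 and 0.371), in a range of 0.00195 to 0.405 over the alternatives. Cytokine receptors, TGF-β signaling and hypoxia genes were also higher (medians 0.389, 0.494 and 0.185, camera adjusted p = 0.0342, 0.013 and 0.0342, and adjusted p = 0.452, 0.405 and 0.405 with an estimated correlation). All 3 lost their call without normal c-KIT lo library 3 (adjusted p = 0.369, 0.178 and 0.225), and hypoxia genes also without normal c-KIT hi library 1 (0.0742) or normal c-KIT lo library 2 (0.146). Of 30 Hedgehog signaling genes, 0 passed the test over all genes and 5 rose when adjusted over the list alone (23 above 0, median 1.13, camera adjusted p = 1.6e-05, and adjusted p = 0.405 with an estimated correlation).

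Among cell cycle genes, 47 of 58 G2/M and mitosis genes had a log2 fold change above 0 (median 0.998, camera adjusted p = 2.19e-06, and adjusted p = 0.452 with an estimated correlation). The E2F targets had a median of 0.494 (camera adjusted p = 0.0451, and adjusted p = 0.522 with an estimated correlation), a call lost when any of 8 libraries was left out (adjusted p from 0.0504 to 0.152 without them), and the mitotic spindle genes did not pass the test (median 0.151, camera adjusted p = 0.0625, and 0.662 with an estimated correlation). No member of these 3 lists passed the edgeR test, over all genes or over the list alone. In the other direction, 2 of 72 OXPHOS genes had a log2 fold change above 0 and 0 passed the test (median -1.03, camera adjusted p = 1.74e-10, lower, and adjusted p = 0.499 with an estimated correlation). Of 55 interferon-stimulated genes, 0 passed the test over all genes and 9 fell when adjusted over the list alone (median -1.09, camera adjusted p = 1.61e-07, and adjusted p = 0.0643 with an estimated correlation). Erythroid markers were also lower (median -1.75, camera adjusted p = 0.0125, and adjusted p = 0.405 with an estimated correlation), and monocyte, macrophage and dendritic cell markers were called lower with a median of -1.11 but a mean of 0.0174 (camera adjusted p = 0.0245, and adjusted p = 0.405 with an estimated correlation). Both marker calls were lost without normal c-KIT lo library 2 (adjusted p = 0.0645 and 0.104), the erythroid one also without normal c-KIT lo library 3 (0.16) and the monocyte one without normal c-KIT hi library 1 (0.0538). Ribosomal protein genes were lower (median -0.82, camera adjusted p = 2.39e-05, and adjusted p = 0.551 with an estimated correlation), a call lost without normal c-KIT lo library 3 (adjusted p = 0.481). Fold changes of this comparison rose with exonic length (Spearman's rho 0.305 across 14641 genes, which are not independent). The 64 fatty acid genes had a median of -0.339 and did not pass the test (camera adjusted p = 0.31, and 0.522 with an estimated correlation).

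In all, 10 genes rose and 4 fell by edgeR. Those that rose were *Jun*, *Egr1*, *Btg2*, *Ndrg1*, a hypoxia-induced gene (15-fold), and *Pdgfrb*, a receptor of stromal cells with 1 count in normal c-KIT lo LT-HSCs (a ratio of 1430, 95% counting interval 257 to 56500). They also included *Rcvrn* (at least 902-fold, against a floor of 3 counts over the group), *Apbb2*, *Tpm3-rs7*, *Eif2s3y* (at least 928-fold) and *Ddx3y*. Those that fell were *Myl10* (31.6-fold), *Kazald1* (17.7-fold), *Tgtp2*, an interferon-induced GTPase that is nearly identical to *Tgtp1* (11.4-fold), and *Cd74* (9.62-fold). Without normal c-KIT lo library 2, 910 genes passed, among them all 14. With any other library left out 1 to 18 passed, and with only the 6 c-KIT lo libraries in the fit 0 passed. DESeq2 called 262 higher and 237 lower. *Eif2s3y* and *Ddx3y* lie on the Y chromosome, and the Y-linked genes together had 88.2 to 226 CPM in the 6 CML libraries and 0 to 2.04 CPM in the 6 normal libraries. *Xist*, transcribed from the inactive X chromosome of female cells, had 0 counts in all 6 CML libraries and 2 to 1391 counts (0.0663 to 176 CPM) in the 6 normal libraries, with the 2 counts in normal c-KIT lo library 1. Markers of mast cells and basophils were higher, with 9 of 9 above 0 and 6 that rose when adjusted over the list alone (median 6.71, or 5.11 with genes at 0 counts set to their bound, camera adjusted p = 4.19e-05, and adjusted p = 0.228 with an estimated correlation).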

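The immediate early genes *Jun*, *Egr1* and *Btg2*, transcription factors and regulators induced within minutes of a stimulus, stood apart between CML and normal c-KIT lo LT-HSCs. *Jun* rose 8.71-fold in CML, from 202 ± 35.7 to 1760 ± 420 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0246 from edgeR), *Egr1* rose 9.33-fold, from 171 ± 101 to 1600 ± 708 CPM (adjusted p = 0.0413), and *Btg2* rose 34.7-fold, from 5.55 ± 2.62 to 192 ± 116 CPM (adjusted p = 0.0413). Of 26 immediate early and heat shock genes, 3 rose and 0 fell (14 and 2 when adjusted over the list alone; 20 above 0, median 1.81, camera adjusted p = 1.61e-09, and adjusted p = 0.0643 with an estimated correlation). The immediate early members of this list, all but *Jund*, are also in the TNF/NF-κB list, so the 2 lists are not separate results. *Zfp36*, which destabilizes cytokine mRNAs, had 182 ± 44.7 CPM in normal and 1230 ± 493 CPM in CML c-KIT lo LT-HSCs and did not pass the test (adjusted p = 0.101).

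The genes that follow did not pass the edgeR test over all genes. Of the mitotic genes, *Tpx2* had a log2 fold change of 1.16 (SE 0.39, adjusted p = 0.255) and *Incenp* of 1.02 (SE 0.39, adjusted p = 0.291). Of the DNA replication genes, *Rrm2* had a log2 fold change of 0.97 (SE 0.44, adjusted p = 0.359). The complex I subunits *Ndufs3* and *Ndufa7* had log2 fold changes of -1.64 (SE 0.50, adjusted p = 0.225) and -1.98 (SE 0.66, adjusted p = 0.254). The interferon-stimulated genes *Rtp4* and *Isg20* did not reach the threshold, with log2 fold changes of -2.75 (SE 0.51, adjusted p = 0.0986) and -2.65 (SE 0.63, adjusted p = 0.172), where *Rtp4* had 130 ± 67.5 CPM in normal and 19.4 ± 2.6 CPM in CML c-KIT lo LT-HSCs.

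**Figure D5:**
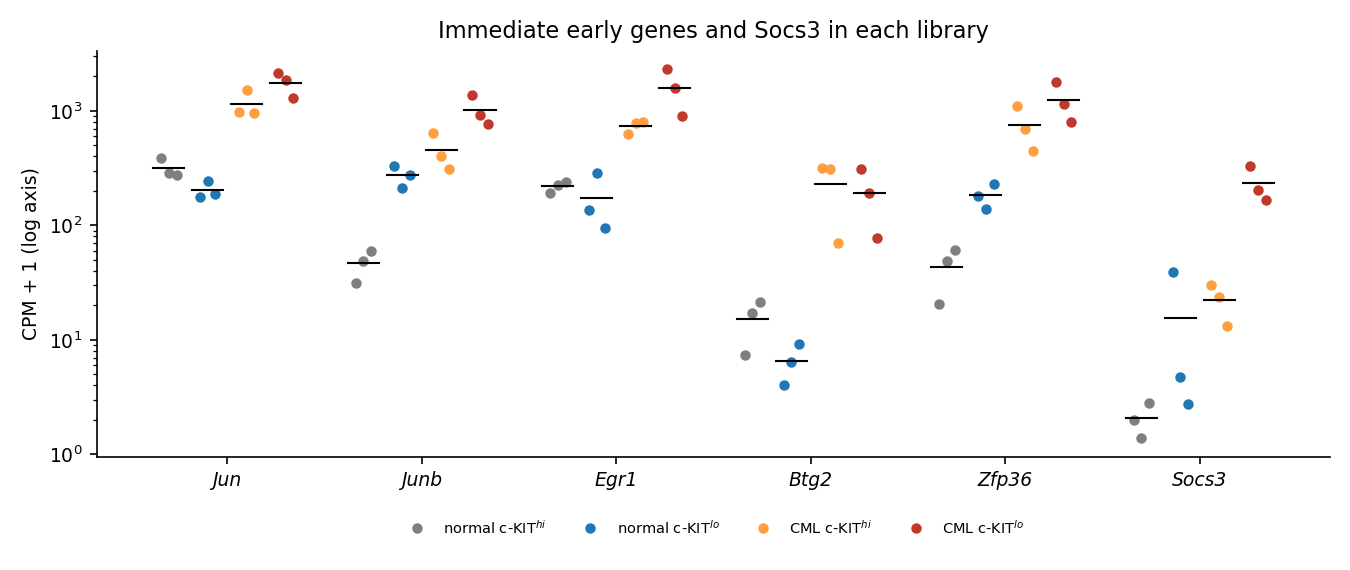
CPM + 1 on a log axis of *Jun*, *Junb*, *Egr1*, *Btg2*, *Zfp36* and *Socs3* in normal c-KIT hi, normal c-KIT lo, CML c-KIT hi and CML c-KIT lo LT-HSCs. Each point is a library and the black line is the mean of 3. *Jun* averages 202 CPM in normal c-KIT lo and 1760 CPM in CML c-KIT lo LT-HSCs.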

Analysis of the C2 signatures data set validated enrichment of inflammatory signaling and cell cycling signatures in CML c-KIT^lo^ LT-HSCs and OXPHOS and interferon pathway signatures in normal c-KIT^lo^ LT-HSCs (Supplemental Table 1). Leading edge analysis of inflammatory signaling profiles revealed increased *Socs3*, *Stat3*, *Stat5*, and *NF-kB* expression in CML compared with normal c-KIT^lo^ LT-HSCs (Supplemental Figure 2B).

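*Socs3* had 14.4 ± 20.3 CPM in normal c-KIT lo LT-HSCs (mean ± SD, n = 3 libraries), against its level in CML c-KIT lo LT-HSCs a log2 fold change of 4.00 (SE 1.01) that did not pass the test (adjusted p = 0.189 from edgeR). *Nfkb1* had 106 ± 23.1 CPM in normal c-KIT lo LT-HSCs (log2 fold change 1.80, SE 0.40, adjusted p = 0.154), and *Rela* had 253 ± 192 CPM (log2 fold change -0.051, SE 0.52, adjusted p = 0.983). *Stat3* had 159 ± 141 CPM in normal c-KIT lo LT-HSCs, with a log2 fold change of 1.19 in CML (SE 0.56, adjusted p = 0.376). *Stat5a* and *Stat5b* had 79.5 ± 56.2 and 94.9 ± 75.1 CPM, with log2 fold changes of 1.01 (SE 0.63, adjusted p = 0.525) and 0.42 (SE 0.67, adjusted p = 0.839). Without normal c-KIT lo library 2 *Stat3* passed the test (adjusted p = 0.0286, in a range of 0.0286 to 0.788 over the alternatives). With DESeq2, *Socs3* and *Nfkb1* passed as higher in CML, whereas *Stat3*, *Stat5a*, *Stat5b* and *Rela* did not pass. The paper's leading edge analysis does not test each gene.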

Finally, we compared gene signatures enriched in c-KIT^lo^ versus c-KIT^hi^ normal LT-HSCs (FDR < 0.05) with signatures enriched in c-KIT^lo^ versus c-KIT^hi^ CML LT-HSCs (FDR < 0.05) (Figure 2F). 

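*Trib3* and *Gfi1* were higher in c-KIT lo LT-HSCs in both disease states: in CML, *Trib3* rose 5.87-fold from 5.54 ± 4.16 to 32.5 ± 3.18 CPM (mean ± SD, n = 3 libraries each, adjusted p = 0.0347 from edgeR) and *Gfi1* rose 16.6-fold from 1.92 ± 1.17 to 31.9 ± 18 CPM (adjusted p = 0.0303). *Snord13*, a small nucleolar RNA, fell 227-fold in normal and 114-fold in CML c-KIT lo LT-HSCs. Its 104 exonic bases place it in the shortest 20% of genes, whose median log2 fold change was -0.798 in normal and -1.91 in CML. The c-KIT hi libraries had the larger share of counts on short genes, so a library effect is not set apart from this fall. Of the 34 lists, 5 were higher in c-KIT lo LT-HSCs in both (IL-6, IL-2, cytokine receptors, hypoxia and glycolysis), 4 were lower in both (OXPHOS, mitochondrially encoded mRNAs, ribosomal proteins and G2/M), and 0 went opposite ways, at the preset correlation. With an estimated correlation none of these 9 was called in either state (adjusted p from 0.06 to 0.299 in normal and from 0.267 to 0.488 in CML). At the preset correlation 4 lists passed as higher in normal and not in CML (HSC identity, interferon, quiescence and fatty acid genes), 4 as higher in CML and not in normal (TGF-β, Wnt, Hedgehog and spindle genes), and 1, the E2F targets, as lower in normal and not in CML. With an estimated correlation HSC identity and interferon genes kept their call in normal (adjusted p = 0.0378 each), and the other lists did not (adjusted p = 0.272 for quiescence, 0.175 for fatty acid, 0.465 each for TGF-β, Wnt and Hedgehog, 0.47 for spindle and 0.299 for E2F genes). Of the 9 lists called in a single state, a direct test of the difference between the disease states called 5 and did not call 4 (quiescence, fatty acid, TGF-β and Wnt genes). The 5 were HSC identity, interferon, Hedgehog, spindle and E2F genes, and none was called with an estimated correlation (adjusted p = 0.33, 0.254, 0.692, 0.948 and 0.856).

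Of the 455 genes that rose in normal and the 427 that rose in CML c-KIT lo LT-HSCs, 94 were shared, where independent lists would share 13.2. Of those that fell, 320 were shared (27.6 for independent lists), and 3 genes went opposite ways. The comparisons share no library, but both come from a single fit with the same estimate of each gene's spread. The lists are therefore not independent, and 13.2 and 27.6 serve only as reference values. Across the 14676 genes, the log2 fold changes of normal and CML correlated with Pearson's r 0.373 and Spearman's rho 0.442, and 66.3% had the same sign, where genes are not independent replicates. Pearson's r was 0.198 with no filter on low counts and 0.167 without normal c-KIT lo library 2.

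**Figure D6:**
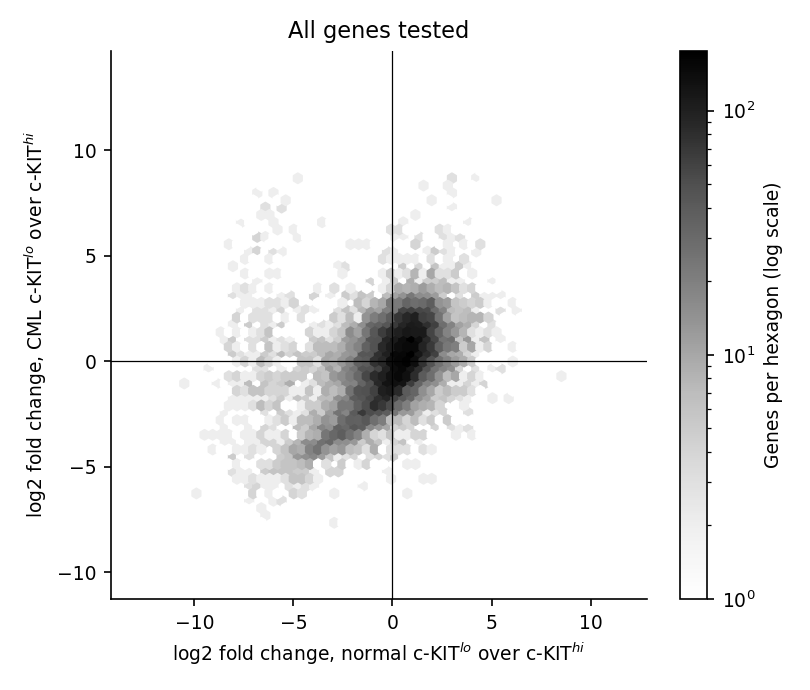
Log2 fold change of c-KIT lo versus c-KIT hi LT-HSCs in normal (x axis) and CML (y axis), with color for the number of genes in each hexagon. The 14676 genes tested have a Pearson's r of 0.373.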

Inflammatory signaling, glycolysis, and hypoxia signatures were enriched in both normal and CML c-KIT^lo^ LT-HSCs compared with their c-KIT^hi^ LT-HSC counterparts, whereas OXPHOS, Myc, and cell cycle signatures were enriched in both normal and CML c-KIT^hi^ LT-HSCs compared with their c-KIT^lo^ LT-HSC counterparts (Figure 2F). On the other hand, signatures for Wnt and Hedgehog signaling, important mechanisms regulating primitive leukemia stem cells (LSCs) in CML (5, 34, 36, 37), were selectively enriched in CML c-KIT^lo^ versus c-KIT^hi^ LT-HSCs, and fatty acid metabolism signatures were selectively enriched in normal c-KIT^lo^ versus c-KIT^hi^ LT-HSCs.

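Hedgehog signaling genes differed between the disease states: the change from c-KIT hi to c-KIT lo LT-HSCs was larger in CML than in normal for 27 of 30 genes, with a median difference of 1.35 on the log2 scale (camera adjusted p = 3.51e-05, and adjusted p = 0.692 with an estimated correlation). *Smo* had a difference of 2.32 (SE 1.06, adjusted p = 0.432 from edgeR) and *Stk36*, a kinase that acts on GLI proteins, of 4.71 (SE 2.13, adjusted p = 0.43), so neither passed the test on its own. Of the 58 Wnt/β-catenin genes, 0 rose and 0 fell in normal c-KIT lo LT-HSCs (also when adjusted over the list alone, median 0.257, camera adjusted p = 0.616, and 0.806 with an estimated correlation). The difference between the disease states in this list had a median of 0.354 and did not pass the test (camera adjusted p = 0.104, and 0.948 with an estimated correlation). *Kat2a* had a difference of 2.06 (SE 0.76, adjusted p = 0.352).

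Of the 64 fatty acid oxidation and metabolism genes, 3 rose and 2 fell in CML c-KIT lo LT-HSCs, also when adjusted over the list alone (median 0.581, camera adjusted p = 0.137, and 0.465 with an estimated correlation). The difference between the disease states had a median of -0.379 and a mean of 0.111, in a test whose direction was lower and which did not pass (camera adjusted p = 0.754, and 0.949 with an estimated correlation). *Acads*, short-chain acyl-CoA dehydrogenase, had a difference of 1.51 (SE 0.55, adjusted p = 0.348). Over all genes, 0 passed the edgeR test of this difference (1663 at an unadjusted p under 0.05), 0 passed limma-voom, and DESeq2 called 124 higher and 101 lower in CML. Without normal c-KIT lo library 2 edgeR called 163 higher and 253 lower.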

In conclusion, CML c-KIT^lo^ LT-HSCs showed reduced cell cycling signatures and increased STAT3 and NF-κB gene signatures, which are gene expression characteristics similar to those reported for BCR-ABL^+^CD34^+^ cell subpopulations enriched in patients with CML following TKI treatment (38).

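*Cks2*, a cofactor of cyclin-dependent kinases, had 137 ± 45.8 CPM in CML c-KIT hi and 11.5 ± 1.41 CPM in CML c-KIT lo LT-HSCs (mean ± SD, n = 3 libraries each; 11.9-fold lower, adjusted p = 0.0153 from edgeR). *Pttg1* had 348 ± 113 and 45.4 ± 11.1 CPM (adjusted p = 0.0165), and *Cdkn3* had 232 ± 18.2 and 13.5 ± 0.984 CPM (adjusted p = 0.0151). *Sbno2*, a coregulator induced by IL-10 and STAT3, rose 17.9-fold in CML c-KIT lo LT-HSCs, from 11.3 ± 4.42 to 201 ± 46.3 CPM (adjusted p = 0.0321). From the gene sets lower and higher in CML c-KIT lo LT-HSCs, the paper concludes that these cells had reduced cell cycling and increased STAT3 and NF-κB signatures, and it states that these are similar to those reported for CD34+ cell subsets of patients after TKI treatment. The paper also measured cycling directly with Ki-67 and DAPI, where a larger share of CML c-KIT lo than of CML c-KIT hi LT-HSCs was quiescent. That measurement and patient cells were not analysed here. Of the 3 kinds of list in this conclusion, the G2/M list was lower in CML c-KIT lo versus c-KIT hi LT-HSCs (camera adjusted p = 0.00288, and adjusted p = 0.488 with an estimated correlation), the IL-6/JAK/STAT3 list was higher (0.00284, and adjusted p = 0.267 with an estimated correlation), and the TNF/NF-κB list did not pass the test (0.137, and 0.465 with an estimated correlation). The TNF/NF-κB list was called higher in 2 of 11 other settings. These were no filter on low counts and fgsea, a test on ranked genes like the paper's GSEA. The paper's gene sets also have other members, so the missing camera call does not contradict its conclusion. Of the other cell cycle lists, E2F targets did not pass, with 8 that rose, among them *Mcm2*, *Mcm3* and *Mcm5*, and 3 that fell (0.921, and 0.958 with an estimated correlation), although more fell than rose when adjusted over the list alone. Mitotic spindle genes were higher (median 0.702, 0.00486, and adjusted p = 0.47 with an estimated correlation). Against normal c-KIT lo LT-HSCs, the TNF/NF-κB, IL-6/JAK/STAT3 and G2/M lists were all higher in CML c-KIT lo LT-HSCs (camera adjusted p = 6.27e-09, 0.0387 and 2.19e-06, and adjusted p = 0.0827, 0.405 and 0.452 with an estimated correlation). The members of the TNF/NF-κB list that passed the edgeR test there, *Jun*, *Egr1* and *Btg2*, are also immediate early genes.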

### CML c-KIT^lo^ LT-HSCs are enriched for long-term engraftment and leukemia-generating capacity.

We transplanted FACS-purified c-KIT^hi^ and c-KIT^lo^ LT-HSCs (CD45.2) from CML and normal mice into lethally irradiated recipients (CD45.1) to evaluate their repopulating capacity (Figure 3A). Normal c-KIT^lo^ LT-HSCs generated significantly higher peripheral blood (PB) chimerism (Figure 3B), and BM LT-HSC chimerism, compared with c-KIT^hi^ LT-HSC (Figure 3C). LT-HSCs regenerated from c-KIT^lo^ LT-HSCs showed significantly lower c-KIT MFI than LT-HSCs regenerated from c-KIT^hi^ LT-HSCs, indicating regeneration of c-KIT^lo^ LT-HSCs after transplantation (Figure 3, D–F). Following transplantation, long-term donor chimerism was restricted to CML c-KIT^lo^ LT-HSCs, whereas CML c-KIT^hi^ LT-HSCs generated minimal engraftment (Figure 3G). Leukemia induction in recipient mice, as indicated by increased WBC counts (Figure 3H) and increased spleen weight (Figure 3I), was restricted to CML c-KIT^lo^ LT-HSCs. CML c-KIT^lo^ LT-HSCs regenerated donor LSK cells in recipient mice, whereas CML c-KIT^hi^ LT-HSCs failed to regenerate donor LT-HSCs (Figure 3, J and K), and their c-KIT MFI could not be determined. These results indicate that primitive LSCs capable of long-term engraftment and leukemia generation are restricted to CML c-KIT^lo^ LT-HSCs, whereas c-KIT^hi^ LT-HSCs lack long-term repopulating and leukemia-generating capacity.

### SCF stimulation drives enhanced differentiation and expansion of mature progeny from CML compared with normal LT-HSCs.

We analyzed the response of normal and CML LT-HSCs to SCF (0–100 ng/mL) stimulation in vitro (Figure 4A and Supplemental Figure 3A). For normal LT-HSCs, SCF exposure led to a dose-dependent increase in LT-HSCs and short-term HSCs (ST-HSCs) but lesser expansion of multipotent progenitors (MPPs), committed progenitors (Lin^–^Sca-1^–^c-KIT^+^), and total cell numbers (Figure 4, B–F). In contrast, exposure of CML LT-HSCs to SCF did not lead to significant expansion of LT-HSCs and ST-HSCs but led to significantly greater expansion of MPPs, committed progenitors, and total cell numbers compared with normal LT-HSCs (Figure 4, B–F). Therefore, SCF stimulation expands normal but not CML LT-HSCs and ST-HSCs and drives enhanced CML LT-HSC maturation and increased generation of progenitors and mature cells.

We next compared the response of c-KIT^lo^ and c-KIT^hi^ LT-HSCs to SCF (10 ng/mL) (Figure 5A). Increased numbers of LT-HSCs (Figure 5B) and ST-HSCs (Figure 5C), and similar numbers of MPPs and total cells (Figure 5, D and E), were seen after culture of normal c-KIT^lo^ LT-HSCs with SCF compared with normal c-KIT^hi^ LT-HSCs. CML c-KIT^hi^ LT-HSCs generated increased numbers of MPPs and total cells compared with CML c-KIT^lo^ LT-HSCs (Figure 5, D and E). Significantly reduced numbers of LT-HSCs but significantly higher numbers of ST-HSCs, MPPs, and total cells was seen after culture of CML c-KIT^lo^ LT-HSCs with SCF compared with normal c-KIT^lo^ LT-HSCs (Figure 5, B–E). CML c-KIT^hi^ LT-HSCs also generated higher numbers of ST-HSCs, MPPs, and total cells after culture with SCF compared with normal c-KIT^hi^ LT-HSCs (Figure 5, C–E). We conclude that SCF stimulation leads to reduced retention of LT-HSCs but increased generation of ST-HSCs and MPPs from CML compared with normal c-KIT^lo^ LT-HSCs.

We studied the effect of SCF stimulation on cell cycling of normal (Figure 5F) and CML (Figure 5G) c-KIT^lo^ and c-KIT^hi^ LT-HSCs. Interestingly, treatment with SCF for 24 hours did not enhance cycling of c-KIT^lo^ or c-KIT^hi^ LT-HSCs. These observations suggest that SCF mediated reduction in LT-HSCs and that expansion of ST-HSCs, MPPs, and total cell numbers may not be mediated by enhanced LT-HSC cycling.

### SCF deletion enhances retention of CML c-KIT^lo^ LT-HSCs but reduces normal LT-HSCs.

SCF expressed in the BM microenvironment regulates HSC numbers and functionality (16). We sought to determine the role of in vivo SCF expression in regulating CML c-KIT^lo^ and c-KIT^hi^ LT-HSC populations. Normal and CML BM cells showed similar SCF protein levels in normal and CML BM plasma measured by ELISA and similar SCF mRNA expression in BM cells measured by qRT-PCR (Supplemental Figure 4, A and B). Using mice with an EGFP reporter targeted to the SCF locus, we found that EGFP was expressed primarily by nonhematopoietic CD45-negative cells in CML BM. The proportion of SCF-expressing CD45-negative cells was higher in CML compared with normal BM. The proportion of SCF-expressing CD45-positive cells was lower in CML compared with normal BM (data not shown). We deleted SCF expression by crossing Scf^fl/fl^ mice with UBC-Cre lines to generate Scf^fl/fl^ Ubc-cre (Cre^+^) mice, then treating mice with tamoxifen to induce *Scf* deletion (16). *Scf* excision was confirmed by genomic PCR and lack of Scf mRNA expression by qRT-PCR (Supplemental Figure 4, C and D). *Scf*-deleted mice showed significantly decreased BM cellularity, and reduced BM LT-HSCs, ST-HSCs, MPPs, granulocyte-macrophage progenitors (GMPs), and megakaryocyte-erythroid progenitors (MEPs), compared with Cre^–^ controls (Supplemental Figure 4, E–K).

We next transplanted BM cells from Scl-tTA-BCR-ABL mice into lethally irradiated Cre^+^ and Cre^–^ mice and induced *Scf* deletion 2 weeks posttransplant (Figure 6A). Control mice were maintained on doxycycline, to suppress BCR-ABL expression, throughout the experiment. Our previous studies have shown that the phenotype and function of BM mesenchymal cells from irradiated mice are similar to nonirradiated mice by 4 weeks after exposure (39). Total donor chimerism was similar in PB of Cre^–^ and Cre^+^ (*Scf-*deleted) control mice, but myeloid donor chimerism was reduced and B cell donor chimerism increased in PB of Cre^+^ mice (Figure 6, B–D). BM cellularity and donor LT-HSC numbers were significantly reduced in *Scf*-deleted mice (Figure 6, E and F). The proportion of c-KIT^hi^ compared with c-KIT^lo^ donor LT-HSCs was increased in *Scf*-deleted mice (Figure 6G). Both c-KIT^lo^ and c-KIT^hi^ LT-HSC numbers were reduced in *Scf*-deleted mice (Figure 6H). To assess effects of *Scf* deletion on CML stem cells, doxycycline was withdrawn 4 weeks posttransplant to induce BCR-ABL expression (Figure 6A). Although total chimerism was not changed, significantly decreased myeloid and increased lymphoid chimerism were seen in *Scf*-deleted mice (Figure 6, I–K). Total BM cellularity and MPP and GMP numbers were not significantly altered (Figure 6L and Supplemental Figure 4, L and M). However, LT-HSC numbers were significantly increased in *Scf*-deleted CML mice compared with control Cre^–^ CML mice (Figure 6M), with a significant increase in numbers of c-KIT^lo^ compared with c-KIT^hi^ LT-HSCs (Figure 6, N and O). A significant reduction in splenic LT-HSC, MPP, and GMP numbers was observed in *Scf-*deleted mice (Supplemental Figure 4, N–P). Therefore, deletion of *Scf* reduces c-KIT^lo^ LT-HSCs, total LT-HSC and progenitor numbers, and BM cellularity in normal mice, but increases c-KIT^lo^ LT-HSCs and total LT-HSCs in CML mice, while reducing splenic progenitors and circulating myeloid cells. Increased retention of CML LT-HSCs after deletion of *Scf* from the BM environment and reduced generation of splenic progenitors and mature myeloid cells are consistent with our observations of reduced LT-HSCs and enhanced generation of mature progeny after SCF stimulation. Similarly, depletion of normal LT-HSCs after *Scf* deletion is consistent with their enhanced maintenance after SCF stimulation.

### Effect of TKI treatment on CML c-KIT^lo^ LT-HSCs.

We assessed the effects of treatment with the BCR-ABL TKI nilotinib on CML c-KIT^lo^ LT-HSCs. CML mice treated with nilotinib for 2 weeks showed reduced PB WBC and spleen cellularity, but increased BM cellularity (Supplemental Figure 5, A and B) and BM LT-HSC frequency and numbers (Supplemental Figure 5, C and D), compared with vehicle-treated mice. The c-KIT MFI in LT-HSCs was not significantly different between TKI-treated and vehicle-treated mice (Figure 7A). Although the proportion of c-KIT^lo^ LT-HSCs was not changed after TKI treatment (Figure 7B), a significant increase in c-KIT^lo^ and c-KIT^hi^ LT-HSC numbers was observed (Figure 7C).

Since our results suggested that culture with SCF was associated with increased generation of mature progeny from CML LT-HSCs, we evaluated the effects of SCF treatment in vivo on CML LT-HSC response to TKI treatment. BM cells from CML and normal mice were transplanted into lethally irradiated mice, and after 8 weeks mice were treated with nilotinib, SCF, or a combination of nilotinib and SCF for 2 weeks (Figure 7D). Both nilotinib- and combination-treated mice showed decreased circulating neutrophils compared with controls (Supplemental Figure 5E). Nilotinib markedly reduced spleen weight (Figure 7E and Supplemental Figure 5F) but significantly increased BM cellularity and donor LSK cells, LT-HSCs, ST-HSCs, and MPPs (*P* < 0.05) compared with controls (Figure 7, F–K). Compared with mice treated with nilotinib alone, mice treated with SCF in combination with nilotinib showed significantly reduced LSK cell numbers, with reduced ST-HSC and MPP numbers (Figure 7, I and J). However, reduction in LT-HSC numbers was not statistically significant (Figure 7H). Nilotinib- and combination-treated mice showed a significant reduction in splenic GMP, without significant change in splenic LSK cells, LT-HSCs, ST-HSCs, and MPPs (Supplemental Figure 5, G–K). Combination treatment did not alter normal LSK cell and progenitor populations when compared to nilotinib, but combination treatment compared with nilotinib reduced ST-HSC counts (Supplemental Figure 5, L–O). These results indicate that nilotinib treatment reduces disease burden but enhances retention of CML stem cells. Short-term supplementary SCF treatment enhances elimination of CML ST-HSCs and MPPs but not primitive LT-HSCs in nilotinib-treated mice.

We further studied the effect of TKI treatment on human c-KIT^lo^ versus c-KIT^hi^ CML LT-HSCs. As with murine LT-HSCs, normal human LT-HSCs (CD34^+^CD38^–^CD90^+^) with the highest c-KIT expression (top 30%) were defined as c-KIT^hi^ LT-HSCs, and LT-HSCs with the lowest c-KIT expression (bottom 30%) were defined as c-KIT^lo^ LT-HSCs. Using the normal LT-HSC gates, increased proportions of human CML LT-HSCs were c-KIT^hi^ LT-HSCs, and reduced proportions were c-KIT^lo^ LT-HSCs, differing from our observations with murine stem cells (Figure 8, A and B). However, a significant reduction in proportions of c-KIT^hi^ CML LT-HSCs and increase in proportions of c-KIT^lo^ CML LT-HSCs were seen following culture of CML CD34^+^ cells with nilotinib for 7 days (Figure 8, C and D). CML c-KIT^hi^ LT-HSC numbers were significantly reduced whereas c-KIT^lo^ LT-HSC numbers were maintained after nilotinib treatment (Figure 8E). These results suggest that c-KIT^hi^ CML LT-HSCs were selectively depleted while c-KIT^lo^ CML LT-HSCs were preserved after TKI treatment.

## Discussion

TKI treatment does not eliminate primitive, quiescent CML LT-HSCs (2), which persist as a source of leukemia recurrence when treatment is discontinued. A subset of patients with CML can successfully maintain remission after stopping TKI treatment (40). However, long-term persistence of *BCR-ABL1*^+^ cells is observed, and early and late recurrences may be seen, indicating the importance of better understanding the heterogeneity of the regenerative and leukemogenic potential of CML LT-HSCs (41, 42). Here we identify variable expression of *c-Kit* as an important determinant of LT-HSC potential and TKI resistance in CML.

Previous studies showed that primitive, quiescent, self-renewing LT-HSCs are enriched within the c-KIT^lo^ subset in normal adult BM (21). Here we show that long-term repopulating and leukemia-initiating capacity is restricted to CML c-KIT^lo^ LT-HSCs, which are more quiescent, whereas CML c-KIT^hi^ LT-HSCs show increased cycling and lack repopulating potential. Therefore, CML c-KIT^lo^ LT-HSCs lie at the apex of the leukemia cell hierarchy. BCR-ABL was expressed and BCR-ABL signaling was active in CML c-KIT^lo^ LT-HSCs. CML LT-HSCs showed altered response to SCF stimulation with increased generation of progenitors and mature cells compared with LT-HSCs. SCF exposure was associated with reduced retention of LT-HSCs and increased generation of ST-HSCs and MPPs from CML c-KIT^lo^ LT-HSCs compared with normal c-KIT^lo^ LT-HSCs. Loss of SCF from perivascular and endothelial niches decreased normal HSC frequency and reconstitution ability (16). In contrast, deletion of SCF in CML mice reduced leukemia burden but increased retention of CML c-KIT^lo^ LT-HSCs. These observations suggest that SCF signaling promotes maturation of CML c-KIT^lo^ LT-HSCs toward c-KIT^hi^ LT-HSCs and expansion of their progeny. The effects of SCF deletion differed from those of deleting the chemokine CXCL12 from BM mesenchymal stem cells niches, a deletion that increases LSC cycling and self-renewal and accelerates leukemia development (39).

Heterogeneity in cell surface c-KIT expression on CML LT-HSCs was not related to differences in transcript levels. Previous studies also showed similar c-*Kit* mRNA expression in normal c-KIT^lo^ and c-KIT^hi^ HSCs (20). Cell surface c-KIT expression is regulated by activation and internalization of the protein after SCF binding, recruitment of signaling proteins, ubiquitination, and degradation (43). New c-KIT protein production is necessary for receptor reappearance on the cell surface. Reduced intracellular c-KIT expression in CML LT-HSCs may therefore reflect increased c-KIT protein degradation. Shin et al. showed a role for *c-Cbl*, an E3 ubiquitin ligase, in regulating c-KIT levels in LT-HSCs (21). Since c-CBL is prominently tyrosine-phosphorylated in BCR-ABL–expressing cells, reduced intracellular c-KIT levels could reflect altered c-CBL activity (44).

We report observations that CML c-KIT^hi^ LT-HSCs were depleted and CML c-KIT^lo^ LT-HSCs were maintained and enriched after TKI treatment. Importantly, these observations were validated with human CML LT-HSCs. These results indicate that CML LT-HSCs with low or absent c-KIT expression represent a TKI-resistant subpopulation and are consistent with the observation that primitive CD34^+^ cells that persist in CML patients on TKI treatment are characterized by lack of c-KIT expression (42). SCF stimulation failed to enhance LT-HSC cycling, and supplementary SCF treatment reduced CML ST-HSCs, MPPs, committed progenitors, and cell numbers in TKI-treated mice but failed to deplete CML LT-HSCs. Several BCR-ABL–targeting TKIs, including imatinib, nilotinib, dasatinib, and ponatinib, have c-KIT–inhibitory activity in addition to ABL kinase–inhibitory activities (45). However, Corbin at al. reported that c-KIT inhibition by TKI contributes to effects on CML progenitors but not stem cells (46).

CML c-KIT^lo^ LT-HSCs expressed gene signatures for inflammatory signaling and quiescence, which are also characteristic of LT-HSC subpopulations that persist in patients with CML following TKI treatment (38). CML c-KIT^lo^ LT-HSCs were also enriched for signatures for Wnt and Hedgehog signaling, important developmental regulators for CML LSC maintenance and self-renewal (5, 34, 36, 37). Finally, CML c-KIT^lo^ LT-HSCs showed altered metabolic gene signatures, with increased glycolytic but reduced oxidative and fatty acid metabolism gene signatures. CML primitive progenitors are reported to have enhanced OXPHOS and to be sensitive to mitochondrial inhibitors (47). The present studies indicate differences in metabolic gene signatures among primitive CML LT-HSCs with high and low c-KIT expression and suggest that heterogeneous LT-HSC subpopulations may have different metabolic dependencies.

In conclusion, our results provide improved resolution of the heterogeneity of CML LT-HSC populations based on different levels of c-KIT expression. Leukemia-initiating cells with in vivo regenerating capacity are enriched within the CML c-KIT^lo^ LT-HSC population and depleted within the c-KIT^hi^ LT-HSC population. c-KIT^lo^ LT-HSCs are resistant to TKIs and are enriched after TKI treatment. Human CML LT-HSCs with low or absent c-KIT expression are enriched after exposure to TKIs, consistent with the observation that CML stem cells persisting in TKI-treated patients with CML lack c-KIT expression, supporting the clinical relevance of our work. Thus, our studies identify and characterize a quiescent, treatment-resistant, primitive leukemia-initiating subpopulation in CML that is an important target for further studies aimed at eliminating persistent disease.

## Methods

### Animal studies

UBC-cre (B6.Cg-*Ndor1^Tg(UBC-cre/ERT2)1Ejb^*/1J), Scf^Δ/Δ^ (*Kitl^tm2.1Sjm^*/J), Scf^gfp/+^ (*Kitl^tm1.1Sjm^*/J), and C57BL/6 mice were from The Jackson Laboratory, and C57BL/6.SJL mice from Charles River Laboratories. Scl-tTA-BCR-ABL mice were maintained on doxycycline chow (Envigo). For transplantation, mice were lethally irradiated at 4 Gy times 2 doses, 4 hours apart, and total BM or FACS-sorted LT-HSCs were transplanted along with 2 × 10^5^ support BM cells via intravenous injection. Mice received sulfatrim food (TestDiet) posttransplantation. Experiments were performed using mice of both sexes at 6–12 weeks old. Mice were randomly divided into experimental groups. Mice were subjected to 12-hour light/12-hour dark cycles and controlled ambient room temperature and humidity. All mice were maintained in Association for Assessment and Accreditation of Laboratory Animal Care International–accredited, specific pathogen–free animal care facilities, and procedures were conducted in accordance with federal guidelines using protocols approved by the Institutional Animal Care and Use Committee at the University of Alabama at Birmingham (UAB). Animal models utilized in this study are summarized in the Supplemental Methods.

### Human samples

BM and PB were obtained from patients with CML seen at the UAB. Normal PB stem cells were obtained from transplant donors also recruited at the UAB. Mononuclear cells were isolated by Ficoll-Hypaque (Sigma Diagnostics) centrifugation. CD34^+^ cells were isolated using immunomagnetic beads (Miltenyi Biotec). Sample acquisition was approved by the UAB Institutional Review Board in accordance with assurances filed with the Department of Health and Human Services and requirements of the Declaration of Helsinki. Informed consent was obtained from patients and healthy donors.

### Drug administration

Tamoxifen (75 mg/kg, Cayman Chemical) in corn oil was administered intraperitoneally for 5 days to Ubc-Scf^Δ/Δ^-cre mice. Nilotinib (50 mg/kg/day in 0.5% methylcellulose + 0.5% Tween-80, Novartis) was administered by oral gavage. SCF (100 μg/kg, PeproTech) was administered intraperitoneally for 2 weeks. For in vitro analysis, cells were cultured with 5 μM nilotinib, 10 ng/mL SCF, or combination, for 7 days.

### Flow cytometry

BM cells were isolated by crushing in PBS with 2% heat-inactivated fetal bovine serum (Thermo Fisher Scientific). Spleen cells were obtained by crushing and filtering through a 70 μm filter mesh (Thermo Fisher Scientific). PB, BM, and spleen cells were labeled with relevant antibodies as summarized in the Supplemental Methods, including anti-CD45.1, anti-CD45.2, anti–Gr-1, anti–Mac-1, anti-B220, anti-CD19, and anti-CD3; lineage cocktail (anti-ter119, anti-CD3e, anti-Nk1.1, anti-CD4, anti-CD19, anti–Gr-1, anti–Mac-1, anti-B220, anti-CD8a, and anti-CD8b); and anti–c-KIT (2B8), anti–Sca-1, anti-Flt3, anti-CD150, anti-CD48, anti-CD127, anti-CD16/32, anti-CD34, anti-CD105, anti-CD41, anti-CD71, and anti-Ter119. For transplanted mice, donor cells were selected based on CD45.2 or CD45.1/2 expression as appropriate. Mature populations were identified as follows: myeloid cells (Gr-1^+^Mac-1^+^), B cells (B220^+^CD19^+^), and T cells (CD3^+^). Hematopoietic stem/progenitor populations included GMPs (Lin^–^Sca-1^–^c-KIT^+^CD34^+^FcgR^+^), MEPs (Lin^–^Sca-1^–^c-KIT^+^CD34^–^FcgR^–^), MPPs (Lin^–^Sca-1^+^c-KIT^+^Flt3^–^CD48^+^), ST-HSCs (Lin Sca-1^+^c-KIT^+^Flt3^–^CD150^–^CD48^–^), and LT-HSCs (Lin^–^Sca-1^+^c-KIT^+^Flt3^–^CD150^+^CD48^–^). To assess BM stromal populations, long bones were crushed, and fragments were digested with collagenase II (50 U/mL, MilliporeSigma), dispase II (200 U/mL, MilliporeSigma), and DNase I (100 U/mL, MilliporeSigma); washed; and mixed with the BM supernatant. Cells were labeled with anti-CD45, anti-Ter119, anti-CD31, anti-CD51, anti–Sca-1, and anti-CD140a antibodies and DAPI/Aqua blue (Thermo Fisher Scientific) or Fixable Dye eFluor 450. Cells were analyzed on LSR Fortessa, FACS LSR II, or FACSAria II (BD Biosciences) and data processed using FlowJo LLC.

For cell cycle analysis, BM cells were stained for stem cell markers, fixed using BD Cytofix/Cytoperm (BD Biosciences), and then stained with Ki-67 and DAPI and analyzed using flow cytometry. For intracellular flow cytometry for p-STAT5, lineage-negative cells were enriched from BM using lineage microbeads and the autoMACS Pro Separator (both Miltenyi Biotec), labeled with antibodies for stem cell markers, fixed with 4% paraformaldehyde, permeabilized with Cytofix/Cytoperm, and stained with p-STAT5–PE (1:50 dilution, Cell Signaling Technology).

### In vitro culture

#### Murine cells.

Immature cells were enriched from BM using lineage microbeads and the autoMACS Pro Separator and stained with antibodies against lineage markers; anti-Flt3, anti–c-KIT, anti–Sca-1, anti-CD150, and anti-CD48 (Thermo Fisher Scientific); and DAPI. Samples were sorted using a FACSAria II. Cells were cultured in U-bottom, 96-well plates (100 cells/well) in StemSpan SFEM II medium (StemCell Technologies) with penicillin/streptomycin (Invitrogen, Thermo Fisher Scientific), antibiotic/antimycotic (HyClone), and erythropoietin, thrombopoietin (TPO), IL-3, IL-6, FLT3, GMSCF (all 10 ng/mL; PeproTech), and SCF at 37°C and 5% CO_2_. Cell populations were enumerated by adding Countbright beads (Thermo Fisher Scientific); Lin^–^ (anti-ter119, anti-IgG, anti-CD3e, anti-Nk1.1, anti-CD4, anti-CD19, anti–Gr-1, anti-B220, anti-CD8a, and anti-CD8b); anti-CD11b, anti–Sca-1, anti-CD117, anti-Flt3, anti-CD150, anti-CD48, and DAPI or Fixable Dye eFluor 450 to wells and analyzed on an LSR Fortessa.

#### Human cells.

Human CD34^+^ cells were cultured in StemSpan SFEM II media supplemented with human IL-3 (20 ng/mL), G-CSF (20 ng/mL), FLT3 ligand (50 ng/mL), TPO (25 ng/mL), SCF (25 ng/mL) (PeproTech), SR1 (500 nM), UM729 (1 μM, IRIC), penicillin, and glutamine for 7 days with or without TKI (nilotinib 100 nM, 1,000 nM).

### SCF ELISA

BM was extracted from femurs in 100 μL of PBS; cells were pelleted at 1,000*g* for 10 minutes at 4°C; and supernatant containing BM plasma was obtained. SCF concentrations were analyzed using a mouse Quantikine SCF ELISA Kit (R&D Systems, Bio-Techne).

### Genomic PCR and qRT-PCR

Genomic PCR was performed as described in Ding et al. (16). For qRT-PCR, RNA was extracted (Qiagen) and converted to cDNA (Invitrogen, Thermo Fisher Scientific). *c-KIT* (Mm00445212_m1) and SCF (Mm00442972_m1) expression were measured using TaqMan probes (Invitrogen, Thermo Fisher Scientific) using a QuantStudio 6 (Thermo Fisher Scientific). Expression levels were normalized to GAPDH (Mouse GAPDH VIC-MGB, Applied Biosystems, Thermo Fisher Scientific). For *Bcr-Abl1* mRNA measurements, RNA was extracted from c-KIT^lo^ and c-KIT^hi^ cells LT-HSCs using the RNeasy Plus Micro Kit (Qiagen), cDNA was synthesized using the Superscript III first strand kit (Invitrogen, Thermo Fisher Scientific), and qRT-PCR was performed using TaqMan universal PCR master mix kit and the QuantStudio 6 Flex (Applied Biosystems, Thermo Fisher Scientific). Primer and probe sequences for B3A2 were as previously described (48).

### RNA-Seq analysis

RNA was extracted from normal and leukemic BM c-KIT^lo^ and c-KIT^hi^ LT-HSCs using RNeasy Plus Micro Kit (Qiagen), with 4 biological replicates per group. Sequencing libraries were prepared with the SMARTer Ultra Low Input RNA Kit for Sequencing (v4, TaKaRa) and Nextera XT DNA Library Preparation Kit (96 samples, Illumina). Sequencing was performed using the HiSeq 2500 platform with the HiSeq SBS Kit V4 (Illumina). STAR (version 2.5.3a) was used to align RNA-Seq FASTQ reads to the mouse reference genome (Gencode Release M11), and reads mapping to each gene were enumerated using HTSeq-count50. Normalization and differential expression analysis was done using DESeq2 (Bioconductor) (49). Volcano plots were created using the R statistical program. Enrichment of gene signatures was analyzed using GSEA, Broad Institute (50). Protein-protein association network analysis was performed using STRING (STRINGv11) (51). Heatmaps were created using Heatmapper (52).

### Data sharing

The RNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (accession number GSE180496) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180496). For original data, please contact the corresponding author at .

### Statistics

Unless otherwise specified, results obtained from independent experiments are reported as means ± SEM of multiple replicates, and statistical analyses were performed using unpaired, nonparametric, 2-tailed *t* test or 2-way ANOVA, adjusting for multiple comparisons with Tukey’s test or Holm-Šídák test as indicated (GraphPad Prism version 6.0). Data were examined for normality by evaluating skewness and for equivalence of variance by comparing variance between groups. *P* values less than 0.05 were considered statistically significant.

### Study approval

All mouse experiments were approved by the Institutional Animal Care and Use Committee at the UAB. Studies using human samples were approved by the UAB Institutional Review Board in accordance with assurances filed with the Department of Health and Human Services. Written informed consent was obtained from patients and healthy donors.

## Author contributions

MS designed, planned, and conducted experiments; analyzed data; and wrote the manuscript. HK and SQ designed, planned, and conducted experiments; HL, MH, and AA conducted experiments; JH and DKC analyzed the data; and AP and RSW reviewed and edited the manuscript. RB designed the experiments, analyzed data, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
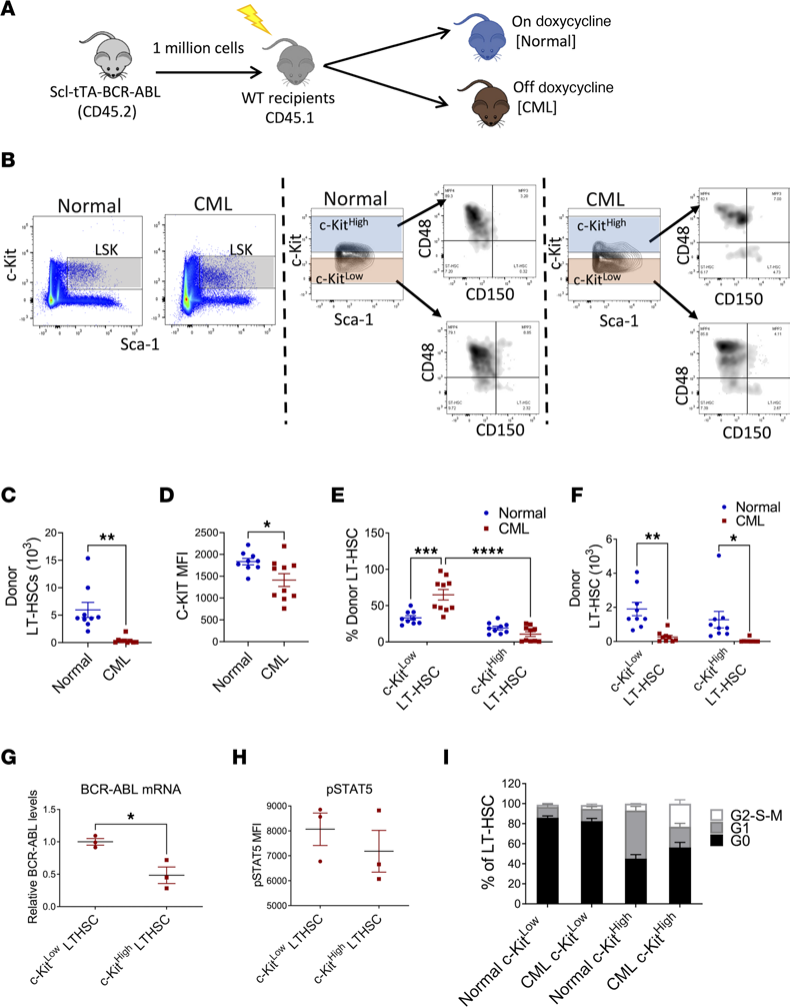
C-KIT^lo^ LT-HSCs are increased in CML compared with normal BM. Experimental design: BM cells from SCL-tTA mice (CD45.2) were transplanted into lethally irradiated recipients (CD45.1) and were kept on doxycycline (normal controls), or without doxycycline, resulting in BCR-ABL expression and development of CML (CML). Mice were analyzed 10 weeks posttransplant (**A**). Representative FACS plots showing gating strategy for c-KIT^lo^ and c-KIT^hi^ LT-HSCs in normal (left) and CML (right) mice (**B**). Total number of donor LT-HSCs in the BM (**C**). Surface c-KIT expression (MFI) on donor LT-HSC in normal and CML mice (**D**). Frequency (**E**) and absolute number (**F**) of donor c-KIT^lo^ and c-KIT^hi^ LT-HSCs in normal and CML mice (*n* = 9–10). qRT-PCR analysis of *Bcr-Abl1* mRNA expression in donor c-KIT^lo^ and c-KIT^hi^ LT-HSCs in CML mice (**G**). Results are expressed relative to GAPDH and normalized to c-KIT^lo^ LT-HSCs. Levels of p-STAT5 expression in c-KIT^lo^ and c-KIT^hi^ LT-HSCs from CML mice measured by flow cytometry after intracellular labeling with anti–p-STAT5 antibody (**H**). Cell cycle analysis of freshly isolated BM cells showing percentage of G_0_, G_1_, and S-G_2_-M phase normal and CML c-KIT^lo^ and c-KIT^hi^ LT-HSCs (*n* = 4 each) (**I**). Compiled data are presented as mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, based on *t* test (**C**, **D**, and **H**) and 2-way ANOVA with Tukey’s test (**E** and **F**).

**Figure 2:**
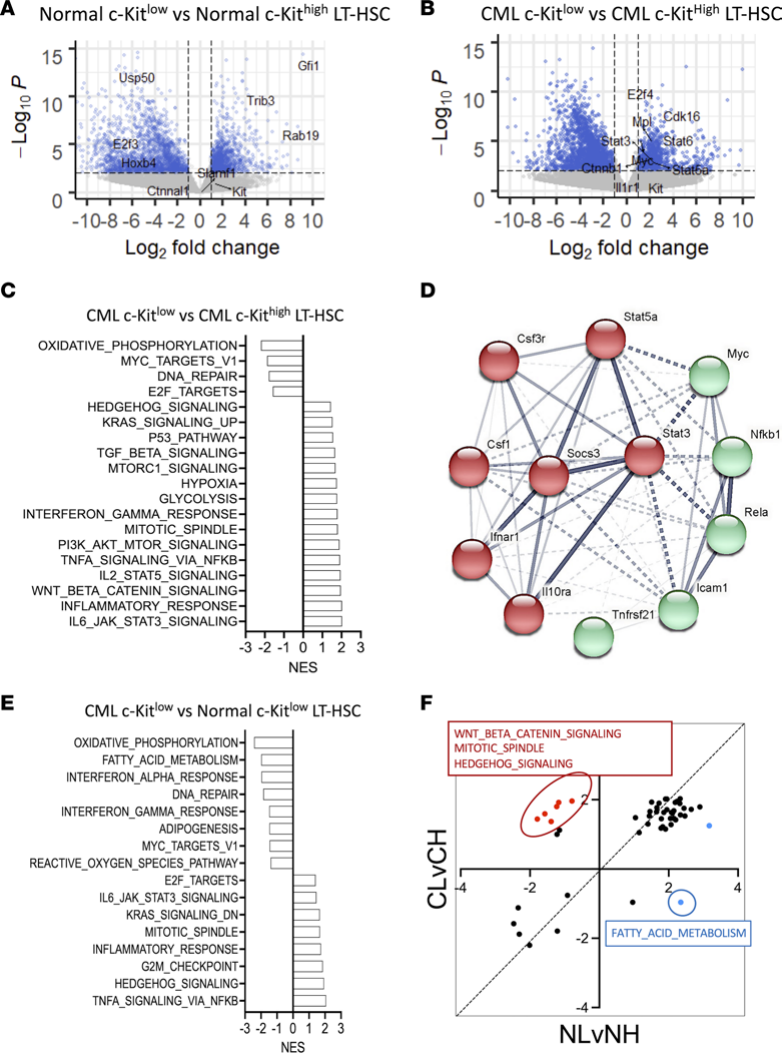
CML c-KIT^lo^ LT-HSCs exhibit gene signatures characteristic of primitive, drug-resistant leukemia stem cells. Volcano plots of differential expression of normal c-KIT^lo^ LT-HSCs versus normal c-KIT^hi^ LT-HSCs (**A**) and CML c-KIT^lo^ LT-HSCs versus CML c-KIT^hi^ LT-HSCs (*n* = 3 each) (**B**). Known HSC drivers and markers are indicated. Normalized enrichment scores (NES) of Hallmark gene sets significantly enriched (FDR < 0.05) in CML c-KIT^lo^ LT-HSCs compared with CML c-KIT^hi^ LT-HSCs (**C**). Protein-protein association network analysis of leading-edge genes from the inflammation related gene sets enriched in CML c-KIT^lo^ LT-HSCs compared with CML c-KIT^hi^ LT-HSCs was performed using STRING (**D**). NES of Hallmark gene sets significantly enriched (FDR < 0.05) in CML c-KIT^lo^ LT-HSCs compared with normal c-KIT^lo^ LT-HSCs (**E**). Dot plot of NES of Hallmark gene sets significantly enriched (FDR < 0.05) in CML c-KIT^lo^ LT-HSCs compared with CML c-KIT^hi^ LT-HSCs (CL vs. CH) and normal c-KIT^lo^ LT-HSCs compared to normal c-KIT^hi^ LT-HSCs (NL vs. NH). Gene sets that are selectively enriched in CML c-KIT^lo^ LT-HSCs but not normal c-KIT^lo^ LT-HSCs are indicated in red (positively enriched) and blue (negatively enriched) (**F**).

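*Kit*, the gene of the receptor by which the cells were sorted, had 135 ± 7.32 CPM in normal c-KIT hi, 363 ± 321 in normal c-KIT lo, 127 ± 82.6 in CML c-KIT hi and 510 ± 49.3 CPM in CML c-KIT lo LT-HSCs (mean ± SD, n = 3 libraries each). Its log2 fold change in c-KIT lo versus c-KIT hi LT-HSCs was 1.43 in normal (SE 0.76, adjusted p = 0.254 from edgeR) and 2.01 in CML (SE 0.77, adjusted p = 0.115), and neither passed the test. Over the alternatives the adjusted p ranged from 0.0245 to 0.912 in normal, with the lowest value without normal c-KIT lo library 3, and from 0.000644 to 0.338 in CML, where leaving out the same library gave 0.0144. The sort was by surface c-KIT protein and not by mRNA. By qRT-PCR the paper found this mRNA not significantly different between c-KIT lo and c-KIT hi LT-HSCs. *Slamf1*, which encodes the LT-HSC marker CD150, had log2 fold changes of 0.26 and 0.30 (adjusted p = 0.921 and 0.902).

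Of the other genes marked in the volcano plots, *Usp50*, a ubiquitin peptidase homolog, fell 130-fold in normal (from 153 ± 35.2 to 1.19 ± 1.2 CPM, adjusted p = 0.0142) and 88.3-fold in CML c-KIT lo LT-HSCs (adjusted p = 0.0151). *Rab19*, a small GTPase, had 3 counts in normal c-KIT hi and 30.5 ± 20.4 CPM in normal c-KIT lo LT-HSCs, a ratio of 228 (95% counting interval 78.1 to 1110, adjusted p = 0.0313). *E2f3*, a transcription factor of the G1/S transition, had 46.6 ± 58.2 CPM in normal c-KIT hi and 1.47 ± 1.33 CPM in normal c-KIT lo LT-HSCs (adjusted p = 0.0553), *Hoxb4*, a regulator of HSC self-renewal, had 7.38 ± 9.13 and 0.461 ± 0.609 CPM (adjusted p = 0.177), and *Ctnnal1* had 106 ± 93.9 and 81.5 ± 48.8 CPM (adjusted p = 0.764). In CML, *E2f4*, a repressor of cell cycle genes in quiescent cells, rose 6.78-fold from 31.5 ± 9.39 to 214 ± 22.1 CPM and *Cdk16*, a cyclin-dependent kinase, rose 8.34-fold from 12.2 ± 2.47 to 102 ± 6.19 CPM (adjusted p = 0.0151 each). *Il1r1*, the IL-1 receptor, had 9.95 ± 5.19 and 30.4 ± 5.98 CPM and did not pass the test (adjusted p = 0.505).

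**Figure D7:**
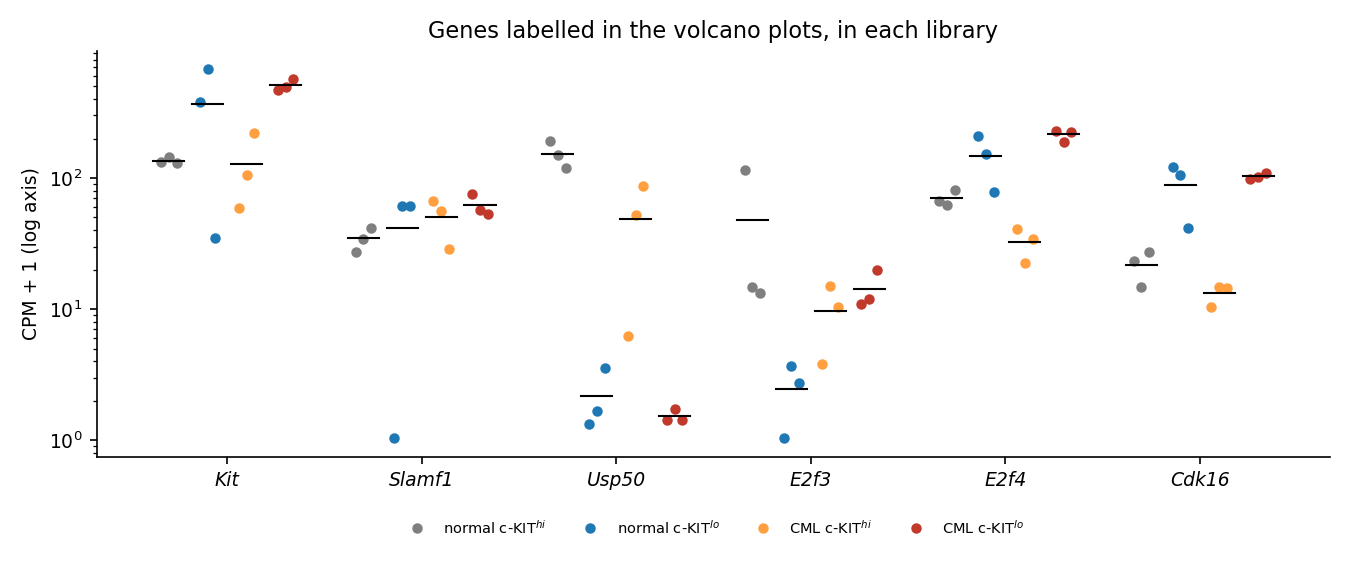
CPM + 1 on a log axis of *Kit*, *Slamf1*, *Usp50*, *E2f3*, *E2f4* and *Cdk16* in normal c-KIT hi, normal c-KIT lo, CML c-KIT hi and CML c-KIT lo LT-HSCs. Each point is a library and the black line is the mean of 3. *Kit* averages 363 CPM in normal c-KIT lo and 510 CPM in CML c-KIT lo LT-HSCs.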

**Figure 3:**
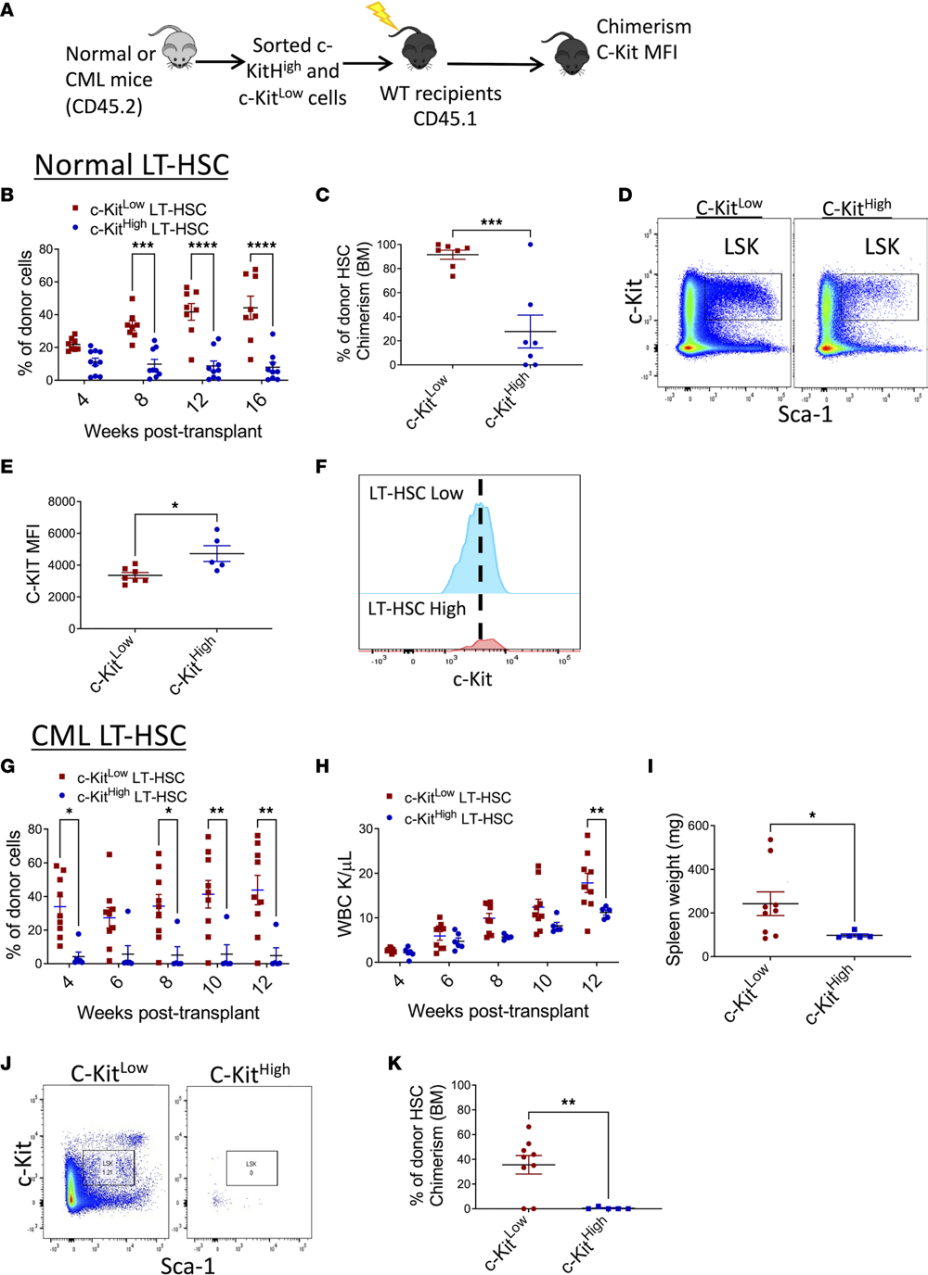
Long-term repopulating and disease-generating capacity is restricted to CML c-KIT^lo^ LT-HSCs. FACS-sorted c-KIT^hi^ and c-KIT^lo^ LT-HSCs from both normal and CML mice (CD45.2) (150 LT-HSCs together with 200,000 support BM cells [CD45.1]) were transplanted into lethally irradiated recipient (CD45.1) mice and followed for donor chimerism (**A**). Peripheral blood (PB) normal donor chimerism following transplantation of normal c-KIT^lo^ LT-HSCs (*n* = 8) and c-KIT^hi^ LT-HSCs (*n* = 9) (**B**). Representative FACS plots showing donor LSK cells in transplant recipients of normal c-KIT^lo^ LT-HSCs and c-KIT^hi^ LT-HSCs (**C**). Percentage of donor LT-HSC chimerism at 16 weeks following transplantation of normal c-KIT^lo^ LT-HSCs and c-KIT^hi^ LT-HSCs (**D**). MFI of surface c-KIT levels in donor LSK cells in recipient mice transplanted with normal c-KIT^lo^ LT-HSCs and c-KIT^hi^ LT-HSCs (**E**). Concatenated histogram plots showing c-KIT MFI on donor LT-HSCs in recipient mice transplanted with c-KIT^lo^ LT-HSCs and c-KIT^hi^ LT-HSCs (**F**). PB normal donor chimerism (**G**) and white blood count (WBC) (**H**) following transplantation of CML c-KIT^lo^ LT-HSCs (*n* = 8) and c-KIT^hi^ LT-HSCs (*n* = 5). Spleen weights in recipient mice 16 weeks following transplantation of CML c-KIT^lo^ LT-HSCs and c-KIT^hi^ LT-HSCs (**I**). Representative FACS plots showing donor LSK cells in recipients of CML c-KIT^lo^ LT-HSCs and c-KIT^hi^ LT-HSCs (**J**). Percentage of donor LT-HSC chimerism at 16 weeks following transplantation of CML c-KIT^lo^ LT-HSCs and c-KIT^hi^ LT-HSCs (**K**). Data represented as mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, based on 2-way ANOVA with Holm-Šídák test (**B**, **G**, and **H**) and *t* test (**C**, **E**, **I**, and **K**).

**Figure 4:**
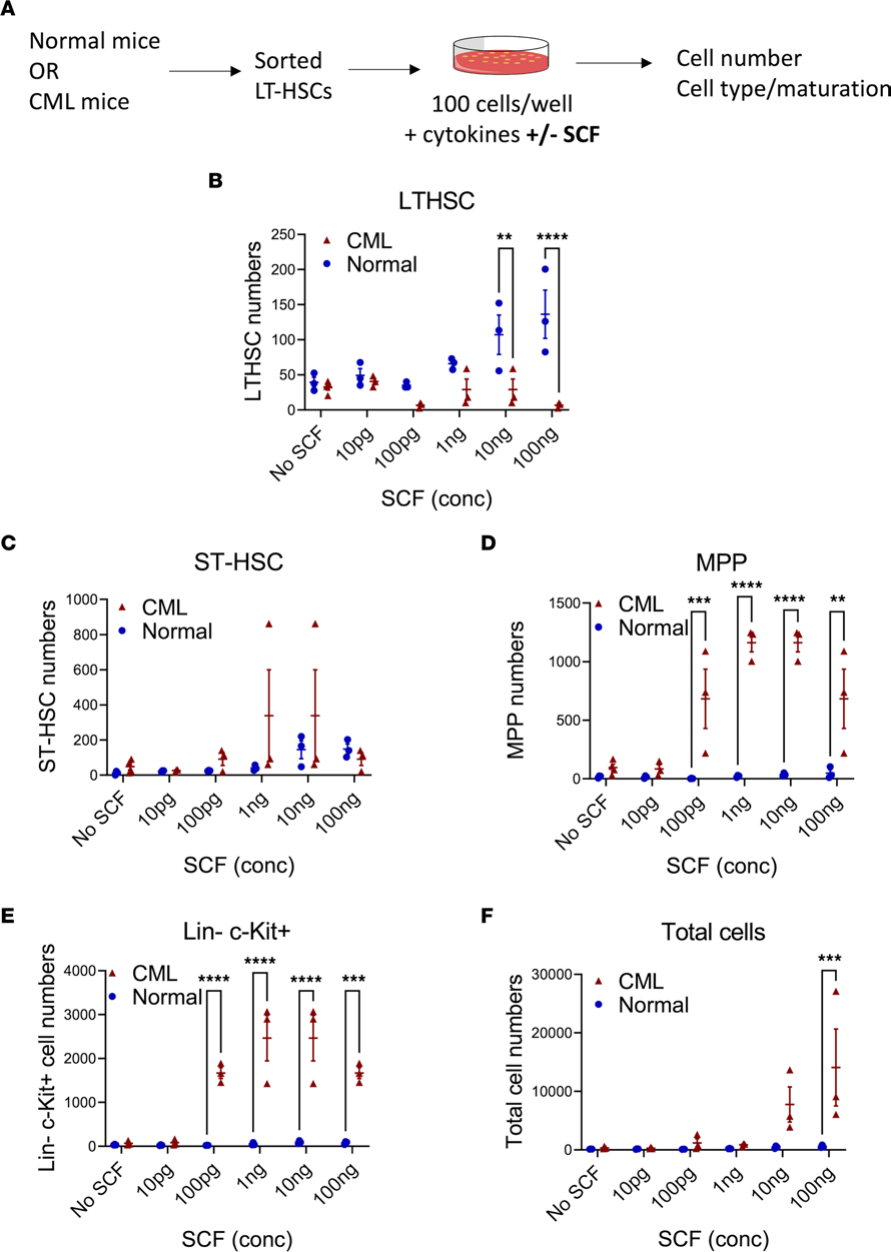
Differential response of normal and CML LT-HSCs to SCF. Experimental design: LT-HSCs isolated from normal and CML mice by flow cytometry were cultured with varying concentrations of SCF (10 pg to 100 ng) and cell numbers and cell phenotypes analyzed by flow cytometry (**A**). Number of cells with LT-HSC (**B**), ST-HSC (**C**), MPP (**D**), and LSK (**E**) phenotype, and total number of cells (**F**), generated from normal and CML LT-HSCs cultured for 6 days with increasing SCF concentrations. Normal *n* = 3 from 3–5 mice; CML *n* = 3 from 3–5 mice. Data represented as mean ± SEM, **P < 0.01, ***P < 0.001, ****P < 0.0001, based on 2-way ANOVA with Holm-Šídák test.

**Figure 5:**
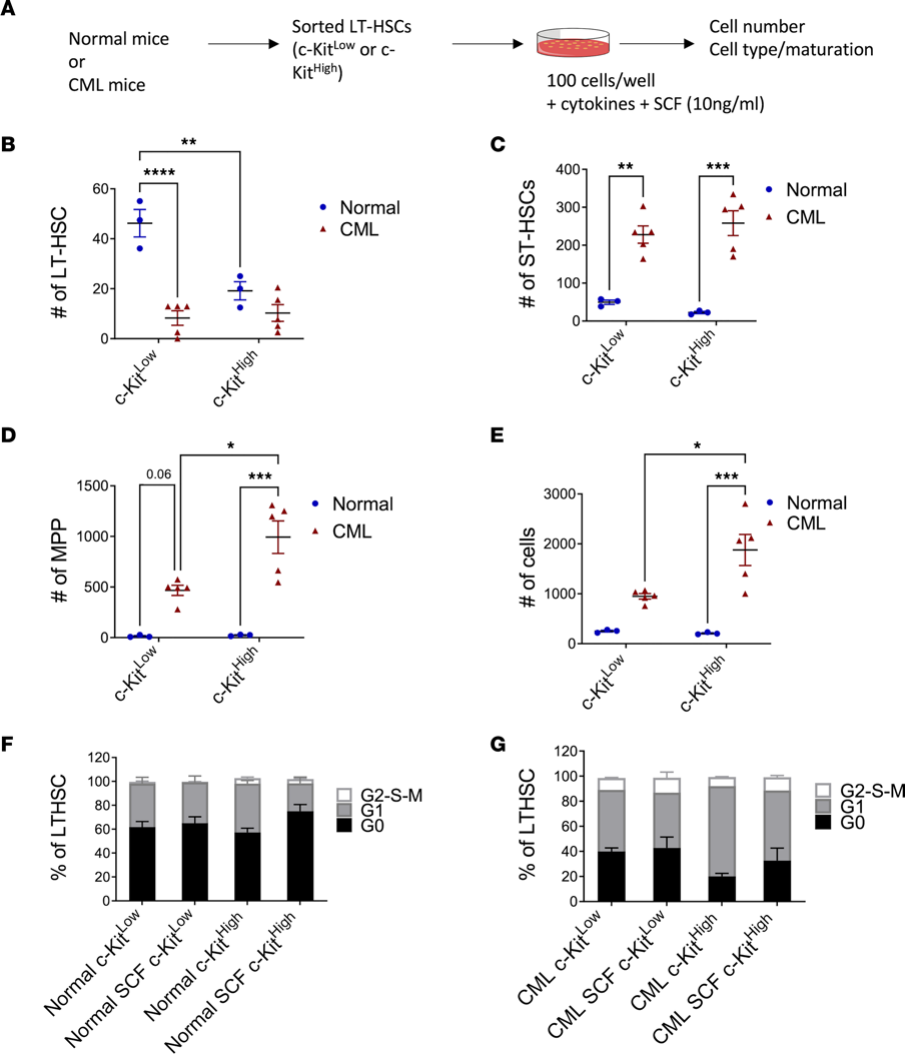
Differential response of c-KIT^lo^ normal and CML LT-HSCs to SCF. Experimental plan: c-KIT^lo^ and c-KIT^hi^ LT-HSCs isolated from normal and CML mice by flow cytometry were cultured with SCF (10 ng) and cell numbers and cell phenotypes analyzed by flow cytometry (**A**). Number of cells with LT-HSC (**B**), ST-HSC (**C**), or MPP (**D**) phenotype, and total number of cells (**E**), generated from normal and CML c-KIT^lo^ and c-KIT^hi^ LT-HSCs cultured with 10 ng SCF for 10 days (normal, *n* = 3, and CML, *n* = 5). Cell cycle analysis showing percentage of G_0_, G_1_, and S-G_2_-M phase normal (**F**) and CML (**G**) c-KIT^lo^ and c-KIT^hi^ LT-HSCs after culture for 24 hours in medium with and without SCF (*n* = 4 each). Data represented as mean ± SEM, *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, based on 2-way ANOVA with Tukey’s test.

**Figure 6:**
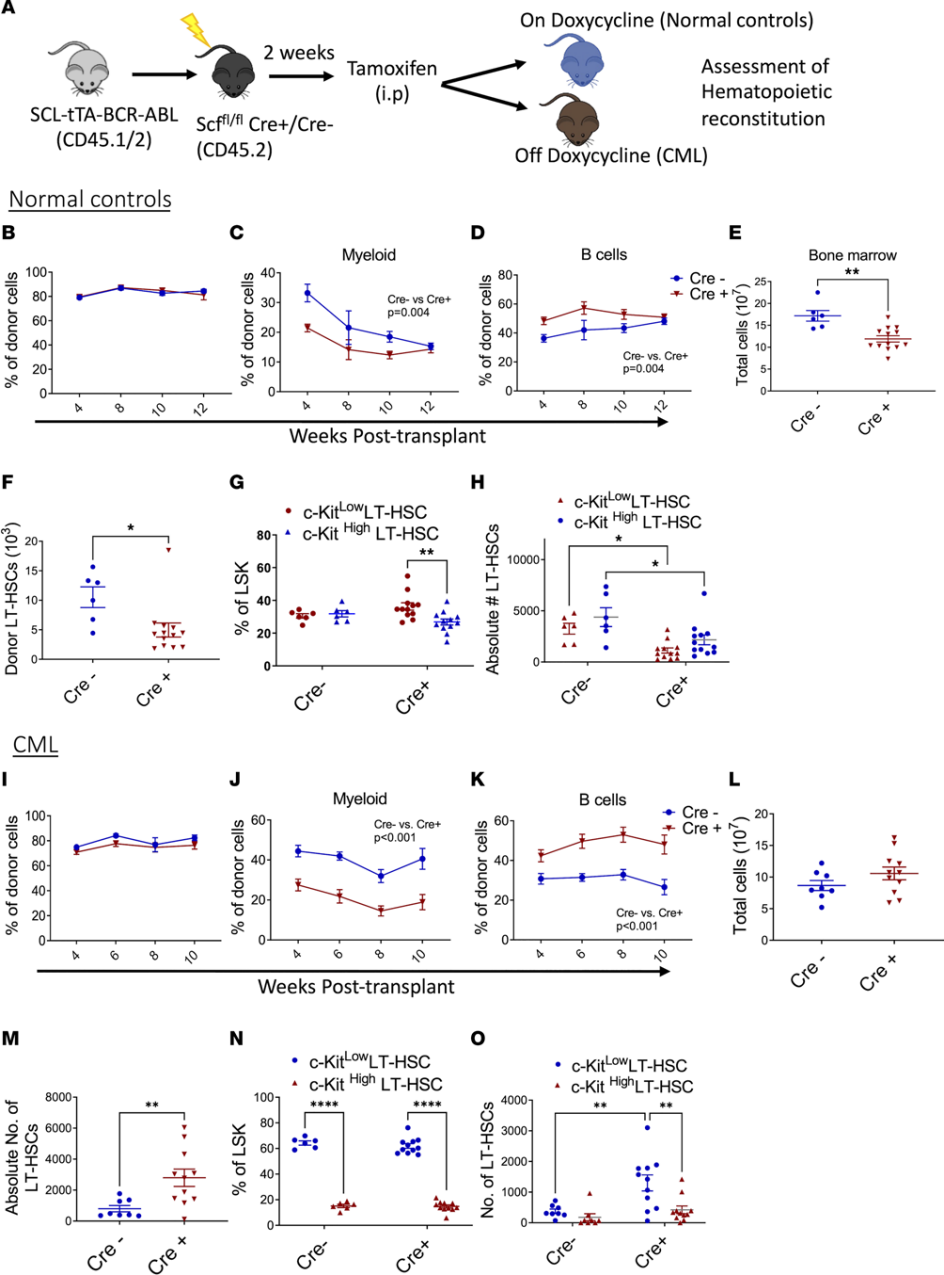
Deletion of SCF alters c-KIT^lo^ LT-HSC numbers in vivo. Experimental design: 1 × 10^6^ cells from SCL-tTA BCR-ABL mice were transplanted into lethally irradiated Scf^fl/fl^-UBC-cre mice. Cre excision was induced with tamoxifen injections. Mice were subsequently kept on tetracycline (normal controls), or off doxycycline, to allow BCR-ABL expression and CML development (CML). (**A**). Total donor chimerism (**B**) and myeloid (**C**) and B cell (**D**) chimerism in PB of normal controls. Total BM cellularity (**E**) and number of BM LT-HSCs (**F**) in normal mice. Frequency of c-KIT^lo^ and c-KIT^hi^ LT-HSCs within the LSK compartment (**G**) and number of c-KIT^lo^ and c-KIT^hi^ LT-HSCs (**H**) in BM of normal mice (Cre^–^ *n* = 6; Cre^+^ *n* = 13). Total donor chimerism (**I**) and myeloid (**J**) and B cell (**K**) chimerism in PB of CML mice. Total CML BM cellularity (**L**) and number of CML BM LT-HSCs (**M**) in CML mice. Frequency of c-KIT^lo^ and c-KIT^hi^ LT-HSCs within the LSK compartment (**N**), and number of c-KIT^lo^ and c-KIT^hi^ LT-HSC (**O**) in BM of CML mice (Cre^–^ *n* = 8; Cre^+^ *n* = 11). Data represented as mean ± SEM, *P < 0.05, **P < 0.01, ****P < 0.0001, based on 2-way ANOVA with Tukey’s test (**C**, **D**, **G**, **H**, **J**, **K**, **N**, and **O**) and *t* test (**E**, **F**, and **M**).

**Figure 7:**
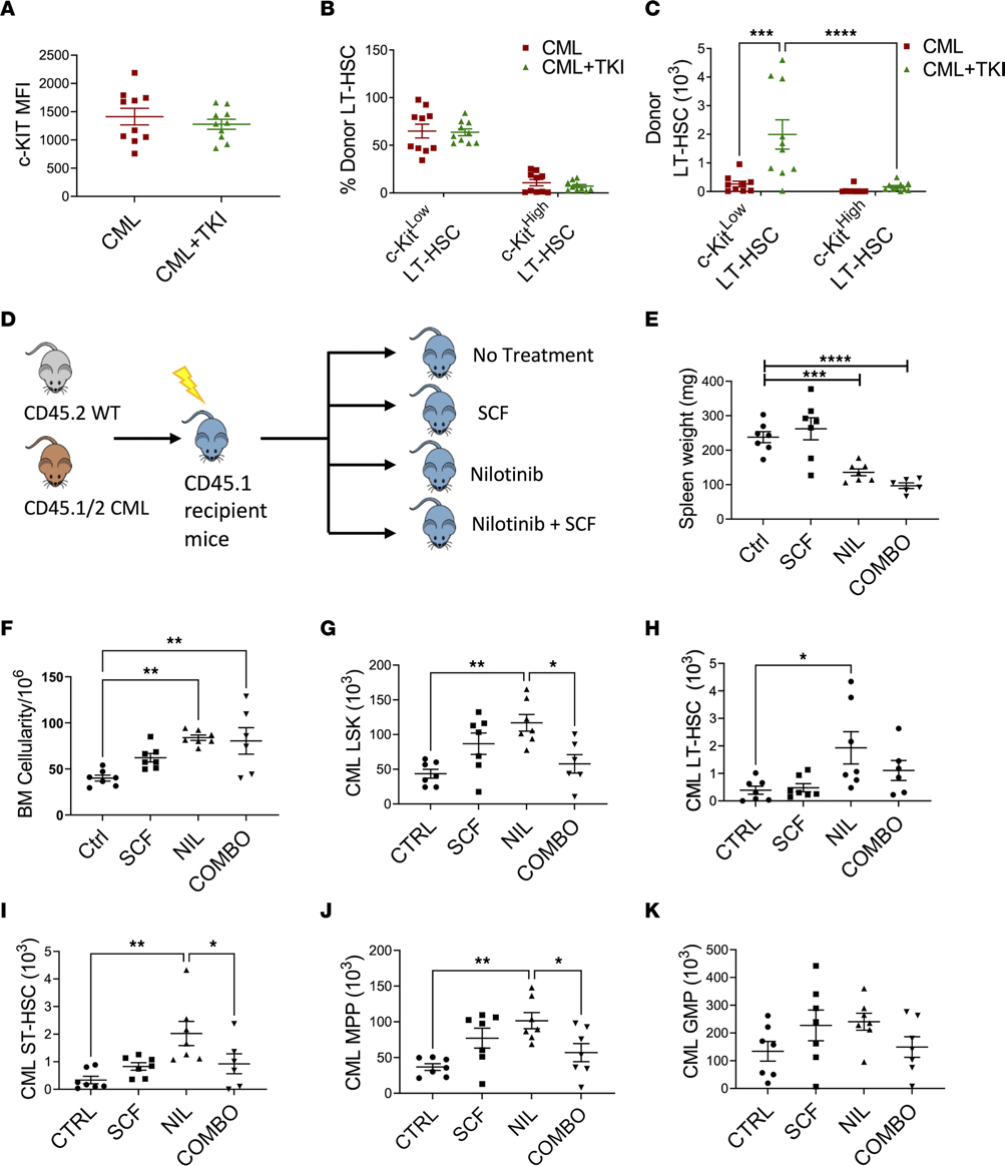
Effect of TKI treatment on murine leukemic LT-HSCs. BM cells from SCL-tTA mice (CD45.2) were transplanted into lethally irradiated recipients (CD45.1) and maintained without doxycycline, resulting in development of CML after 8 weeks, then treated with vehicle (CML) or nilotinib (50 mg/kg/d) (CML+TKI) for 14 days. MFI of surface c-KIT levels on donor LT-HSC cells (**A**) and frequency (**B**) and absolute number (**C**) of donor c-KIT^lo^ and c-KIT^hi^ LT-HSCs in CML and CML+TKI mice (*n* = 9–10). Experimental design: 1 × 10^6^ CML (CD45.1/CD45.2) and normal (CD45.2) BM cells were transplanted into lethally irradiated recipient mice (CD45.1). After 8 weeks, mice were treated with vehicle (Ctrl), SCF (100 μg/kg/d), nilotinib (50 mg/kg/d) (NIL) or SCF and nilotinib combination (COMBO) for 14 days (**D**). Spleen weights (**E**), total BM cellularity (**F**), BM CML LSK cells (**G**), BM CML LT-HSCs (**H**), BM CML ST-HSCs (**I**), BM CML MPP (**J**), and BM CML GMP (**K**) numbers after treatment (*n* = 6–7 per arm). Data represented as mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, based on 2-way ANOVA with Tukey’s test (**C**) and 1-way ANOVA (**E**–**J**).

**Figure 8:**
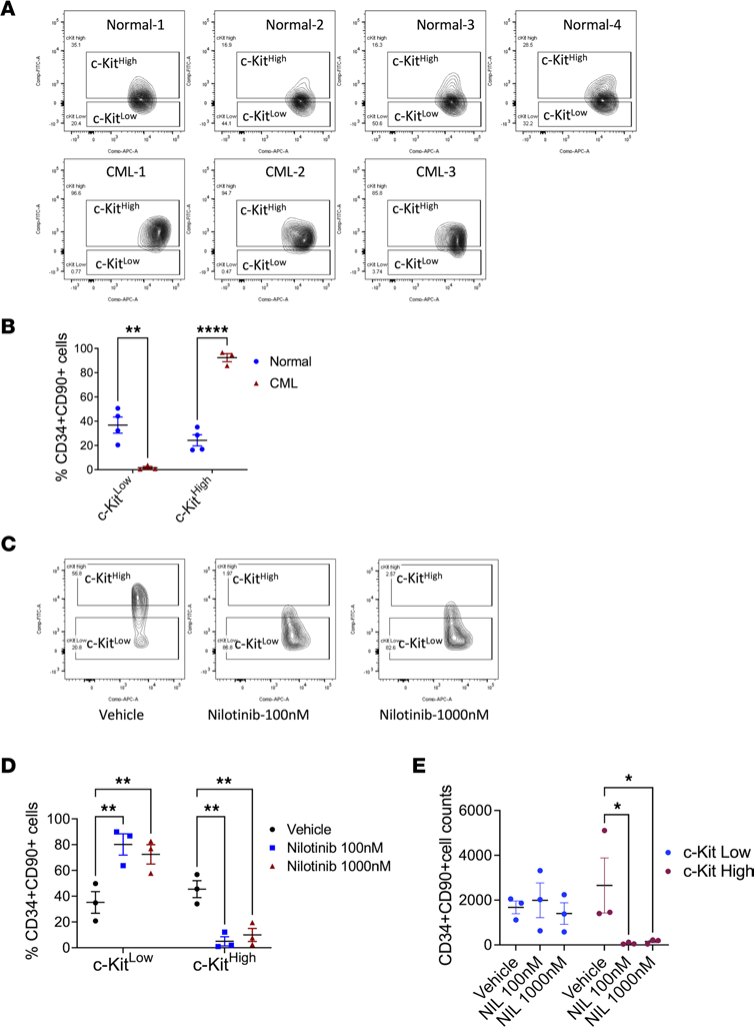
Effect of TKI treatment on human CML c-KIT^lo^ LT-HSCs. CD34^+^ cells from BM from patients with CML (*n* = 3) and healthy individuals (*n* = 4) were analyzed by flow cytometry, and LT-HSCs (CD34^+^CD38^–^CD90^+^) with high c-KIT expression (top 30%, c-KIT^hi^) and low c-KIT expression (bottom 30%, c-KIT^lo^) were identified, following the scheme used in Figure 1. Flow plots showing c-KIT expression in LT-HSCs are shown (**A**) with compiled data (**B**). CML CD34^+^ cells were cultured for 7 days in vitro without TKI (vehicle) or with nilotinib 100 nM and 1,000 nM and CD34^+^CD90^+^ cells were analyzed. Flow plots showing c-KIT expression are shown in **C** and compiled data for the proportion of c-KIT^lo^ and c-KIT^hi^ CD34^+^CD90^+^ cells in **D** and for number of c-KIT^lo^ and c-KIT^hi^ CD34^+^CD90^+^ cells in **E**. Data represented as mean ± SEM, *P < 0.05, **P < 0.01, ****P < 0.0001, based on 2-way ANOVA with Tukey’s test.

## Version 1 11/22/2022

In-Press Preview

## Version 2 01/10/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

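RNA-Seq of c-KIT hi and c-KIT lo LT-HSCs from BM of normal and CML mice was analysed in 12 libraries, 3 per group. The authors aligned the reads with STAR 2.5.3a to GRCm38, assigned them to Gencode M11 genes with HTSeq 0.9.1 and deposited a table of whole-number counts, 1 count per gene and library, without normalization. Their notes list DESeq2 for their own tests and name DRAGEN without a version. The table was read as deposited, and its values were checked to be whole numbers of 0 or more. Of its 48795 genes, 14122 had no count in any library. Gene symbols, lengths and coordinates came from GENCODE M21, which describes the same GRCm38 assembly, and 48349 gene identifiers matched it while 446 did not and kept no symbol. The 5 classes of reads that HTSeq gives to no gene were left out of library sizes and tests. Per library these held 501996 to 3545339 reads outside genes, 472367 to 1579922 that touched more than 1 gene, 8196738 to 28196128 entries for reads that matched several places, and 0 that were not aligned or of too low quality. HTSeq can enter a read that matches several places more than 1 time, so its share is not a share of reads.

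Genes were kept with edgeR's filterByExpr by group, which left 14676 genes, 14641 of them with a symbol. Library sizes were scaled by TMM, and CPM was computed on the scaled sizes. The 12 libraries were fitted together with 1 mean per group by edgeR 4.0.16 (quasi-likelihood F test, R 4.3.3). Comparisons were c-KIT lo versus c-KIT hi in normal and in CML, CML versus normal in c-KIT lo and in c-KIT hi LT-HSCs, and the difference of the c-KIT lo versus c-KIT hi changes between CML and normal. All p-values of genes are from edgeR and adjusted by Benjamini-Hochberg over all tested genes, unless said to be adjusted over the list alone. Errors are SDs over libraries for CPM and SEs of the fit for log2 fold changes. A fold against a group with 0 counts is given as at least the fold from a floor of 3 counts over the group, and with 1 to 3 counts as a ratio with its 95% counting interval, which covers counting error and not the spread between libraries.

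Gene lists were typed from general knowledge because the Hallmark and C2 collections used in the paper were not used here, so list names match the paper's themes and not their members. The HSC identity, cytokine receptor, IL-6, IL-2 and TNF/NF-κB lists also hold genes that the paper names from these data. Their results are not fully separate from the paper's. The cytokine receptor list also holds *Csf1* and *Icam1*, which are not receptors. The 34 lists hold 26 on processes and 8 of cell type markers. The former cover OXPHOS, mitochondrially encoded mRNAs, ribosomal proteins, MYC targets, E2F targets, G2/M, mitotic spindle, DNA repair, quiescence, HSC identity, progenitor genes, interferon, TNF/NF-κB, IL-6/JAK/STAT3, IL-2/STAT5, cytokine receptors, TGF-β, Wnt, Hedgehog, hypoxia, glycolysis, fatty acid, cholesterol, p53, integrated stress response, and immediate early and heat shock genes. The markers are of neutrophils, monocytes, B cells, T and NK cells, erythroid cells, megakaryocytes, mast cells, and endothelial cells. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and again with an estimated correlation. Alternatives for lists were fry, whose p is directional while its mixed p is not, and fgsea 1.28.0.

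Named genes were those the paper names in its text or marks in Figure 2 (for STAT5, NF-κB and the receptors that it names without a gene, the genes of their chains or subunits), with *Bcr* and *Abl1*. To these were added the 8 with the largest change each way in each comparison (5 by smallest p for the difference between disease states) among called genes at 20 CPM or more, up to 4 members of each list with the smallest p, and sex-linked genes. Genes the rule left out and the text names to complete a count of 5 or fewer, or to single out a member of a list, were chosen after their values were seen. These are *Sdha*, *Fam162a*, *Gins1*, *Apbb2* and *Tpm3-rs7*, with *Hmga2* and *Mif* in normal and *Ndufs1*, *Higd1a* and *Tipin* in CML c-KIT lo versus c-KIT hi LT-HSCs. Some genes that the rule names are not reported here. With unstranded libraries, exonic bases shared by 2 genes cannot be assigned, and this concerns 10% or more of the exonic bases of *Acadvl* (42.9%), *Ccne2* (17.4%, with *Ints8*), *Cdkn1c* (30.7%), *Csf1r* (15.1%), *Ctnnb1* (14.6%), *Fam162a* (19.8%, with *Wdr5b*), *Higd1a* (22.5%), *Icam1* (11.7%), *Il10rb* (14.9%), *Il2rg* (30.5%), *Polr2i* (26.8%), *Rtp4* (13.9%) and *Xist* (11%).

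Alternatives were DESeq2 1.42.0, limma-voom with sample weights, medians of ratios in place of TMM, no filter on low counts, only the 2 groups compared in the fit, libraries thinned to 7753878 counts, a replicate block, the thresholds of the volcano plots with DESeq2, and each library left out in turn. An alternative that takes out each library's trend of expression on exonic length was chosen after seeing the data. The pipeline was tested on simulated data in which 200 of 14676 genes, drawn from those of middle expression, were changed. The cytosolic ribosomal protein genes were also lowered 2-fold and were not counted among the unchanged genes. Simulated genes were independent and had the same spread in all groups. The real groups differ in spread, so the shares recovered and the false calls may not carry over. edgeR recovered 12% of genes changed 4-fold and 62% of genes changed 16-fold in normal c-KIT lo versus c-KIT hi LT-HSCs, 10% and 64% in CML, 12% and 59% in CML versus normal c-KIT lo, and 15% and 72% in CML versus normal c-KIT hi LT-HSCs, with 0, 0, 4 and 1 unchanged genes called. DESeq2 recovered 38%, 39%, 42% and 38% of the genes changed 4-fold and called 95, 76, 150 and 93 unchanged genes. limma-voom recovered 9%, 3%, 5% and 5% of them. A gene not called here can therefore have changed 4-fold. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.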

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

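The tests on sex chromosome genes, on the sex of the mice and on gene length in the difference between disease states were chosen after the result was seen, and the other tests were written down before it.

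OXPHOS and ribosomal protein genes were lower in c-KIT lo LT-HSCs in both disease states (with an estimated correlation the adjusted p of each list was 0.299 in normal and 0.267 in CML), and the difference between CML and normal also passed the test (camera adjusted p = 0.00185 for OXPHOS, median -0.699, and 0.948 with an estimated correlation, and 0.00489 for ribosomal proteins, median -0.806, and 0.948 with an estimated correlation). Taken by exonic length, a bias against short genes does not account for the whole of the lower level within a disease state. Of 10000 lists matched on exonic length and expression, 0 had a median as low as OXPHOS or ribosomal protein genes in either disease state (percentile 0 in each of the 4 tests). Exonic length joins all annotated exons of a gene and can exceed the length of its transcript. A bias by transcript length was therefore not tested and stays open. The matched lists had medians of -0.16 and -1.31 for OXPHOS in normal and CML, and of 0.0995 and -0.934 for ribosomal proteins, so in CML a part of the shift is shared with other genes of that length, and the difference between CML and normal was no lower than in matched genes (matched medians of -1.02 and -0.929, with the lists at percentiles 99.7 and 77) and was not called with length-trend offsets (adjusted p = 0.503 and 0.627), as a length bias would have it. Library quality stays open, since within groups the level of the list fell with the share of entries on genes (r = -0.658 for OXPHOS and -0.754 for ribosomal proteins, one-sided p = 0.103 each over 1296 relabellings), and without normal c-KIT lo libraries 2 and 3 r was 0.0617 and -0.137. The biological alternative, less OXPHOS and ribosome mRNA in c-KIT lo LT-HSCs, was not set apart from library quality by these data.

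In CML c-KIT hi versus normal c-KIT hi LT-HSCs, a comparison the paper does not make, 3 genes rose (*Eif2s3y*, by a ratio of 969 with a 95% counting interval of 268 to 8000, *Junb*, 9.85-fold, and *Zfp36*, 17.6-fold) and 0 fell (977 at an unadjusted p under 0.05 by edgeR, and 78 lower by DESeq2). The calls rest on single libraries: 0 genes passed without CML c-KIT hi library 2 or without normal c-KIT hi library 2 or 3, and with a replicate block, 1 (*Eif2s3y*) without CML c-KIT hi library 1, CML c-KIT lo library 2 or 3, normal c-KIT hi library 1 or normal c-KIT lo library 3, and 8 and 5 without normal c-KIT lo libraries 1 and 2. Genes on the sex chromosomes do not make up the calls between CML and normal, since 14 of the 16 genes called in either c-KIT group lie on other chromosomes. Whether the calls follow disease or the sex of the mice cannot be separated, since 0 disease groups held both libraries with and libraries without Y-linked transcripts (the lowest Y-linked level among the 6 CML libraries was 88.2 CPM, above that of every normal library). The biological explanation, BCR-ABL, has the same confounding.

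Immediate early genes were higher in CML than in normal c-KIT hi LT-HSCs, with a median log2 fold change of 2.92 over 15 genes, all 15 above 0 (camera p = 4.19e-38, and 0.000309 with an estimated correlation). In c-KIT lo LT-HSCs the median was 3.22, again with 15 of 15 above 0 (camera p = 1.39e-22, and 0.00351 with an estimated correlation). A heat shock response during cell handling was predicted to raise the heat shock genes. In c-KIT hi LT-HSCs the 11 heat shock genes were lower as a set (median -0.209, 4 of 11 above 0, camera p = 0.0163, and 0.0358 with an estimated correlation). This goes against such a response there, but the shift is small and the p is unadjusted, so it is not excluded. In c-KIT lo LT-HSCs it stays open (median -0.0318, camera p = 0.315, and 0.323 with an estimated correlation). Other effects of cell sorting, which can induce immediate early genes without heat shock, and signaling downstream of BCR-ABL were not tested apart. The same limit holds for the TNF/NF-κB list, which holds all these immediate early genes but *Jund*.

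A test of the difference between disease states also flagged the lists that follow, each with the change from c-KIT hi to c-KIT lo in CML minus that in normal. Interferon-stimulated genes had a median of -1 (camera adjusted p = 9.18e-05, and 0.254 with an estimated correlation). Hedgehog signaling genes passed at 3.51e-05 (median 1.35, and 0.692 with an estimated correlation), E2F targets at 0.00811 (median 0.761, and 0.856 with an estimated correlation), mitotic spindle genes at 0.00489 (median 0.995, and 0.948 with an estimated correlation), and G2/M genes at 0.0169 (median 0.647, and 0.948 with an estimated correlation). HSC identity genes had a median of -0.155 (0.03, and 0.33 with an estimated correlation). Of 22 alternatives, left-out libraries included, the call was kept in 20 for interferon genes, 18 each for E2F and spindle genes, 15 for HSC identity and 13 for G2/M genes. Markers of mast cells and basophils had a median of 5.57 (0.0169, and 0.747 with an estimated correlation), and endothelial and stromal markers of 1.68 (0.0169, and 0.747 with an estimated correlation). *Ighm*, an immunoglobulin gene the paper does not discuss, rose by 9.96 on the log2 scale in CML c-KIT lo versus c-KIT hi LT-HSCs.

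A group of 3 against 3 can be split in 10 ways, and the counts that follow include the real split itself. A count of 1 is thus the real split alone. A share of 1 in 10 is not under 0.05, so for 3 against 3 these counts cannot tell. Other splits also mix the 2 groups, which widens the spread within groups, so their low counts of genes are no support. In normal c-KIT lo versus c-KIT hi LT-HSCs, 1 split called as many genes as the real one (954, with 0 as the highest of the others) and 3 called as many lists (14, highest other 19). In CML it was 1 for genes (1238, highest other 0) and 1 for lists (13, highest other 11). For CML versus normal c-KIT lo LT-HSCs it was 1 for genes (14, highest other 0) and 1 for lists (17, highest other 12), and for c-KIT hi LT-HSCs 1 for genes (3, highest other 0) and 1 for lists (15, highest other 9). For the difference between disease states, edgeR called 0 genes (1663 at an unadjusted p under 0.05, and 124 higher and 101 lower by DESeq2), so all 100 of 100 splits reach that count by construction and it tests nothing. The highest of them, 3345, exchanged the c-KIT labels of a whole disease state, which turns the test into one of the c-KIT difference that both states share. For lists, 31 of 100 splits called at least the 10 of the real one (highest 21), so the count of those lists is one that regrouped libraries also reach.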

How the results depend on the processing

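Counts of called genes and the calls of named genes and of gene lists changed with many choices. Where a list was called in the main setting or in the alternative, its direction seldom reversed. With all libraries thinned to 7753878 counts, the depth of the smallest, 206 of 217 named-gene results and 163 of 170 list results stayed the same. A result called in neither setting counts as the same here, whatever its direction. Of 170 list results, the number that kept its side of the threshold, and its direction where called, was 156 with DESeq2, 150 with limma-voom, 168 with medians of ratios, 126 with no filter on low counts, 126 with fry, 153 with fgsea and 105 with an estimated correlation (the other 65 lost their call), and 134 of 136 with only the 2 groups compared. Of 2040 list results with a library left out, 1877 kept it, 101 lost their call, 61 gained one and 1 reversed. Of 2604 named-gene results with a library left out, 1683 stayed the same, 889 became weaker and 32 stronger. Of 217 named-gene results, 187 kept it with DESeq2, 133 with limma-voom, 183 with no filter and 212 with medians of ratios, and 115 of 203 with 2 groups. With length-trend offsets, chosen after seeing the data, 141 of 170 list results stayed the same and 20 became weaker, and 163 of 217 named-gene results stayed the same and 53 became weaker. For the changed results below the cause was not tested, except that an estimated correlation widens the test by construction.

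Genes higher and lower, in the order normal c-KIT lo versus c-KIT hi, CML c-KIT lo versus c-KIT hi, CML versus normal c-KIT lo, CML versus normal c-KIT hi and the difference between disease states, were 1184 and 1488, 1148 and 1998, 262 and 237, 112 and 78, and 124 and 101 with DESeq2. At the volcano thresholds they were 1173 and 1505, 1065 and 1938, 454 and 578, 286 and 257, and 355 and 410. No filter gave 900 lower in the 1st, 656 higher in the 2nd, 140 and 107 in the 3rd, 72 and 46 in the 4th and 87 and 50 in the 5th. Limma-voom gave 2 and 0, 2994 and 3288, 0 higher in the 3rd, and 66 and 15 in the 4th. Only the 2 groups compared gave 0 and 0, 2312 and 2376, 0 and 0, and 1 higher in the 4th. Thinning gave 301 higher in the 1st. Length-trend offsets, chosen after seeing the data, gave 50 and 533 in the 2nd and 6 higher in the 3rd.

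Gene lists higher were 19, 20 and 20 in the 1st, 2nd and 4th comparison with no filter, where 0 were lower in the 4th. With an estimated correlation they were 2, 0, 0, 2 and 0 higher and 0 lower in each. Fry called 1 lower in the 3rd, 3 higher and 0 lower in the 4th, and 0 higher and 0 lower in the 5th. Limma-voom called 3 lower in the 4th, and length-trend offsets 3 higher and 2 lower in the 5th. The correlation between the changes in normal and CML was 0.198 with no filter, 0.295 with limma-voom and 0.436 with thinning. The log2 fold change of *Kit* was 1.55 in normal with no filter (adjusted p = 0.047), and in CML 2.14 with no filter (0.00131), 2.01 with 2 groups (0.0154) and 2.25 with limma-voom (0.000644).

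With each library left out in turn, genes higher ranged over 0 to 914, 0 to 821, 1 to 311, 0 to 8 and 0 to 163 in the 5 comparisons, and genes lower over 0 to 935, 0 to 1357, 0 to 599, 0 to 0 and 0 to 253. Lists higher ranged over 9 to 13, 6 to 11, 7 to 13, 7 to 11 and 3 to 6, and lists lower over 5 to 6, 4 to 5, 3 to 7, 2 to 6 and 1 to 5. The correlation ranged from 0.167 to 0.349, and *Kit* from 0.646 to 1.99 in normal and from 1.68 to 2.61 in CML. In CML versus normal c-KIT hi LT-HSCs, 3 lists changed direction, with camera p at the preset correlation: OXPHOS with limma-voom (p = 0.0653) and without normal c-KIT hi library 1 (0.243, in a range of 9.24e-07 to 0.712), ribosomal proteins with no filter (0.026) and limma-voom (0.00199), and fatty acid genes with no filter (0.0234).

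Groups share replicate numbers, but nothing says that equal numbers pair. After group means were taken out, libraries of the same number correlated at 0.0744, 0.0846 and -0.171 in the 1st comparison, 0.0653, 0.0773 and -0.0175 in the 2nd, 0.000476, 0.0184 and -0.0468 in the 3rd, and 0.111, -0.0392 and 0.0868 in the 4th, so the numbers were not taken as pairs. With a replicate block, 0 genes were higher and 0 lower in the 1st and 2nd comparisons, 1 higher and 0 lower in the 3rd and 0 higher in the 4th, the correlation was 0.302, and 164 of 170 list results and 61 of 217 named-gene results stayed the same, while the other 156 named-gene results became weaker.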

Differences from the paper's values

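The methods give 4 biological replicates per group, and 3 libraries per group were deposited and analysed, the n of the Figure 2 legend. No other value of the paper was compared. The statements that follow differ in a call or a direction, and its gene sets are not the lists used here. The inflammatory genes that the paper names in CML c-KIT lo LT-HSCs come from the leading edges of its gene sets and not from a test of each gene. A gene that goes the same way here without passing the test is therefore not in conflict with the paper.

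In normal c-KIT lo versus c-KIT hi LT-HSCs the paper has TNF/NF-κB and p53 sets higher and MYC and Hedgehog sets lower. Here TNF/NF-κB genes had an adjusted p of 0.0741 (6.86e-06 to 0.403 over the alternatives, called with the replicate block, no filter, limma-voom, fgsea and 7 of 12 libraries left out). For p53 targets it was 0.0746 (1.88e-06 to 0.171, called with no filter, limma-voom, fry and 8 of 12 left out), for Hedgehog genes 0.174 (0.0122 to 0.685, called only without normal c-KIT lo library 2), and for MYC targets 0.416 (0.119 to 0.994, called in no setting). In its volcano plot *E2f3* and *Hoxb4* are marked, with adjusted p = 0.0553 here (called with DESeq2, no filter, thinning and the length-trend offsets chosen after seeing the values) and 0.177 (called with DESeq2).

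In CML the paper has TNF/NF-κB sets, and in Figure 2C p53 and interferon γ sets, higher and E2F, MYC and DNA repair sets lower in c-KIT lo LT-HSCs. Its sentence on the higher sets names the c-KIT hi cells for both directions, while Figure 2C shows them higher in c-KIT lo LT-HSCs, and the figure was followed here. Here TNF/NF-κB genes had an adjusted p of 0.137 (0.00134 to 0.465, called with no filter, fgsea and without CML c-KIT lo library 3), p53 targets 0.193 (0.00362 to 0.465) and interferon-stimulated genes 0.193 (0.00299 to 0.465), both called with no filter, E2F targets 0.921 (0.143 to 0.989) and DNA repair genes 0.921 (0.357 to 0.987), called in no setting, and MYC targets 0.535 (0.0225 to 0.972, called with the length-trend offsets, which were chosen after seeing the values). The text names Stat5, NF-kB and the IL-10 and IFN-α receptors as higher without their genes, and Figure 2D shows *Stat5a*, *Nfkb1*, *Rela*, *Il10ra*, *Ifnar1*, *Csf1* and *Icam1*. *Stat5b*, which neither the text nor Figure 2 names, had an adjusted p of 0.0878 (0.00345 to 0.431), *Ifnar1* 0.0716 (0.0023 to 0.266) and *Rela* 0.0587 (0.00174 to 0.186), each called with DESeq2, no filter, 2 groups, limma-voom and without normal c-KIT lo library 3, and *Rela* also without normal c-KIT lo library 1 or 2. *Csf1* had 0.127 (0.00653 to 0.316), *Il10ra* 0.145 (0.00291 to 0.322) and *Icam1* 0.0708 (0.00519 to 0.44), each called with DESeq2, 2 groups and limma-voom, *Csf1* also without normal c-KIT lo library 1 and *Icam1* without normal c-KIT lo library 1, 2 or 3. *Stat5b*, *Ifnar1*, *Rela*, *Csf1*, *Il10ra* and *Icam1* all had the higher mean in c-KIT lo LT-HSCs, the direction the paper gives for those it names. *Il10rb* (0.659) and *Ifnar2* (0.576), the other chains of these receptors, named in neither, were called in no setting, and *Ifnar2* had the lower mean in c-KIT lo LT-HSCs, whereas *Csf3r*, *Tnfrsf21*, *Socs3* and *Nfkb1* passed.

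Between CML and normal c-KIT lo LT-HSCs the paper has fatty acid sets, and in Figure 2E DNA repair and MYC sets, lower and spindle sets higher in CML. Here fatty acid genes had an adjusted p of 0.31 (0.0849 to 0.902, called in no setting), and DNA repair genes had a median above 0 and an adjusted p of 0.451 (0.0688 to 0.863, called in no setting). MYC targets had 0.272 (0.0138 to 0.874, called with the length-trend offsets chosen after seeing the values), and spindle genes 0.0625 (0.00025 to 0.853, called with no filter, limma-voom, thinning, and without CML c-KIT lo library 1 or normal c-KIT lo library 2). *Socs3* had 0.189 (1.16e-05 to 0.582, called with DESeq2, no filter and without normal c-KIT lo library 1), *Nfkb1* 0.154 (called with DESeq2 and without normal c-KIT lo library 2), *Stat3* 0.376 (called only without normal c-KIT lo library 2), and *Stat5a*, *Stat5b* and *Rela*, of the STAT5 and NF-κB that the paper names without a gene, were called in no setting. Of these genes all but *Rela* had a log2 fold change above 0, the direction the paper gives.

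The paper has Wnt and Hedgehog sets enriched only in CML c-KIT lo and fatty acid sets only in normal c-KIT lo LT-HSCs. In Figure 2F Wnt, spindle and Hedgehog sets lie below 0 in normal c-KIT lo versus c-KIT hi LT-HSCs and the fatty acid set lies below 0 in CML. Here in normal the Wnt genes had a median of 0.257 (adjusted p = 0.616, 0.113 to 0.956) and the spindle genes a median of 0.125 and a mean of -0.00179, in a test whose direction was lower (0.873, 0.0501 to 0.994), neither called in any setting, and in CML fatty acid genes went higher (0.137, 0.000685 to 0.465, called with no filter, fry and without CML c-KIT hi library 1). The difference between disease states had an adjusted p of 0.104 for Wnt genes (0.0221 to 0.948, called with no filter, limma-voom, fgsea and without normal c-KIT hi library 1 or normal c-KIT lo library 2) and 0.754 for fatty acid genes (0.35 to 0.996, called in no setting), while that for Hedgehog genes had 3.51e-05 (3.14e-08 to 0.692, called in 8 of 10 alternatives and with each of 12 libraries left out, and not with an estimated correlation, 0.692, or fry, 0.169).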

Other observations

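Immunoglobulin transcripts, made by B-lineage cells, were abundant in CML c-KIT lo LT-HSCs. *Ighm*, the IgM heavy chain, had 3370 ± 2170 CPM there (mean ± SD, n = 3 libraries) and 3.32 ± 4.43 CPM in CML c-KIT hi LT-HSCs (adjusted p = 0.0153 from edgeR), and *Igkc*, the κ light chain, had 2390 ± 2200 and 23 ± 35 CPM (adjusted p = 0.0391). Of 11 B cell markers, 2 rose and 0 fell (3 and 0 when adjusted over the list alone), and the list did not pass the test (median 6.6, or 2.95 with genes at 0 counts set to their bound, camera adjusted p = 0.153, and 0.465 with an estimated correlation). In normal c-KIT lo versus c-KIT hi LT-HSCs its median was 2.8 (adjusted p = 0.174). *Cd74* rose 4.08-fold in CML c-KIT lo versus c-KIT hi LT-HSCs (adjusted p = 0.0317).

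In CML versus normal c-KIT hi LT-HSCs, TNF/NF-κB response genes were higher, with 2 of 76 that rose and 0 that fell (15 and 0 when adjusted over the list alone, median 1.06, camera adjusted p = 1.89e-16, and 0.0105 with an estimated correlation). The 2 that rose were the immediate early genes *Junb* and *Zfp36*. Immediate early genes are also members of the IL-6, quiescence, hypoxia and p53 lists, so these lists are not fully separate results. IL-6/JAK/STAT3 genes (median 0.575, 2.71e-05, and 0.0656 with an estimated correlation), quiescence genes (0.158, 0.00234, and 0.147), hypoxia genes (0.36, 0.000681, and 0.16), p53 targets (0.107, 0.0202, and 0.16) and cytokine receptors (0.548, 0.00861, and 0.329) were also higher. Lower were OXPHOS genes (median -0.189, 0.0161, and 0.849 with an estimated correlation), E2F targets (-0.178, 0.035, and 0.571), spindle genes (-0.53, 0.00861, and 0.571), Wnt genes (-0.316, 0.0401, and 0.571), monocyte markers (-0.708, 0.00861, and 0.329) and megakaryocyte markers (-0.493, 0.0246, and 0.329). Of 23 alternatives, the E2F call was kept in 10 and the OXPHOS call in 15. OXPHOS genes changed direction with limma-voom and without normal c-KIT hi library 1. Neutrophil markers were higher (median 1.72, with 17 of 20 above 0, camera adjusted p = 0.0161, and 0.571 with an estimated correlation), as were mast cell markers (1.63, 0.0401, and 0.571). *Fos*, an immediate early gene, had 123 ± 83.7 CPM in normal and 2860 ± 1900 CPM in CML c-KIT hi LT-HSCs and did not pass the test (adjusted p = 0.14 from edgeR).

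Other lists did not pass in c-KIT lo versus c-KIT hi LT-HSCs, with camera adjusted p in normal and then CML of 0.0506 and 0.12 for the integrated stress response, 0.397 and 0.911 for progenitor genes, 0.174 and 0.194 for cholesterol genes, 0.673 and 0.432 for immediate early and heat shock genes, 0.341 and 0.342 for neutrophil, 0.414 and 0.12 for erythroid, 0.414 and 0.746 for T and NK cell, 0.321 and 0.15 for megakaryocyte, 0.103 and 0.784 for mast cell, and 0.347 and 0.176 for endothelial markers. Between CML and normal c-KIT lo LT-HSCs, HSC identity genes were lower (median -0.221, camera adjusted p = 0.0241, and 0.193 with an estimated correlation), and endothelial and stromal markers were higher (1.17, 0.0125, and 0.405). The HSC call was lost without normal c-KIT lo library 2 (adjusted p = 0.115), and the endothelial call without CML c-KIT hi library 1, 2 or 3 (0.0507, 0.0657 and 0.067), CML c-KIT lo library 3 (0.113), normal c-KIT hi library 1 (0.0971), or normal c-KIT lo library 1, 2 or 3 (0.134, 0.115 and 0.163).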
